# Multi-omics integration accurately predicts cellular state in unexplored conditions for *Escherichia coli*

**DOI:** 10.1038/ncomms13090

**Published:** 2016-10-07

**Authors:** Minseung Kim, Navneet Rai, Violeta Zorraquino, Ilias Tagkopoulos

## Abstract

A significant obstacle in training predictive cell models is the lack of integrated data sources. We develop semi-supervised normalization pipelines and perform experimental characterization (growth, transcriptional, proteome) to create Ecomics, a consistent, quality-controlled multi-omics compendium for *Escherichia coli* with cohesive meta-data information. We then use this resource to train a multi-scale model that integrates four omics layers to predict genome-wide concentrations and growth dynamics. The genetic and environmental ontology reconstructed from the omics data is substantially different and complementary to the genetic and chemical ontologies. The integration of different layers confers an incremental increase in the prediction performance, as does the information about the known gene regulatory and protein-protein interactions. The predictive performance of the model ranges from 0.54 to 0.87 for the various omics layers, which far exceeds various baselines. This work provides an integrative framework of omics-driven predictive modelling that is broadly applicable to guide biological discovery.

## Abstract (web summary)

Multi-omics data integration is a great challenge. Here, the authors compile a database of *E. coli* proteomics, transcriptomics, metabolomics and fluxomics data to train models of recurrent neural network and constrained regression, enabling prediction of bacterial responses to perturbations.

Traditionally, host-specific data integration has been small in scale and limited to two layers^1^,^2^,^3^,^4^,^5^, mostly because of the lack of data across multiple layers for the same experimental conditions^6^,^7^. More recently, we have witnessed omics resources that cover organism-specific gene expression data, one such effort being the COLOMBOS database that combines multi-layer, multi-organism data with manually curated condition information^1^. As we accumulate more data within and across layers, such vertical and horizontal integration becomes more efficient and meaningful. Integration over more than two layers leads to lower false discovery rates and an enhanced picture of various cellular mechanisms and adaptive responses^8^,^9^. It is also critical for data-driven modelling, which until now has relied on custom, more restricted omics data sets^2^,^3^,^4^,^5^. Despite the fact that repositories of raw data have existed for more than a decade^7^, the development of databases with two or more omics layers is in an early stage^6^. Recently, the MOPED database was created to address this issue, with a multi-omics resource portal that combines 250 publicly available protein and mRNA abundance profiles of four organisms (human, mouse, worm and yeast)^10^. Other efforts such as KBase are complementary and aspire to provide various bioinformatics services at all levels ranging from alignment and assembly of raw sequencing data, phylogenetic analysis, protein annotation and other modelling tools^11^. The scientific community has already acknowledged these efforts as well as the lack of a database with normalized multi-layered data across experimental conditions, with sufficient meta-data and quality control^8^,^9^,^12^,^13^.

There are many challenges when it comes to multi-omics compendium construction. First, systematic biases exist due to technological platforms, laboratories and analysis methods^14^,^15^. Experiments have primarily focused on sampling one layer of biological organization, hence making it difficult to have multi-layer data for the same condition. Indeed, for *Escherichia coli* we have only 33 samples with the trifecta of transcriptome, proteome and metabolome, and even in those cases, not simultaneously. In addition, many data sets are mis-annotated or lack meta-data, a fact that requires close inspection of the published work and communication with the authors. Concomitantly, the sheer size of training data needed to avoid model overfitting and the dimensionality of the experimental space are equally daunting, which limited the generalization performance of past modelling approaches^5^,^16^,^17^,^18^,^19^. These discrepancies create obstacles for the application of machine learning and modelling techniques, which aim to learn from data^9^,^13^,^14^,^15^. Subtle normalization issues can also have a substantial impact to the quality and utility as a training set of any compendium^20^. For example, since the total RNA per cell fluctuates, the standard assumption that total RNA/cell doesn't change, and thus expression distributions are identical across varying conditions is prone to produce false discoveries in the downstream analysis^21^. This observation is especially important for developing a data compendium where experiments correspond to several conditions (media, abiotic factors, and so on) which all together affect global factors such as growth rate^22^ and the total RNA/cell^18^.

Yet, normalized multi-omics compendia are essential for the genome-wide models used in a number of fields^23^. Among the many mechanistic cell models that simulate biophysical cell properties, E-Cell^24^ was one of the first cell models that simulated cell behaviours of 127 genes based on a series of differential equations. A notable recent development in this area was the whole-cell model of *Mycoplasma genitalium* that integrates genome-scale biophysical properties of all ranges of molecules in an organism for specifically simulating a cell division process^25^. Similarly, the *E. coli* ME-model predicts fluxes and gene expression levels given nutrient availability and genetic perturbations by formulating it into an optimization problem of metabolic reactions^26^. In the realm of data-driven models, the transcriptional model of *Halobacterium salinarum* predicts modular responses in the transcriptome layer given the expression levels of 72 transcription factors and 9 environmental cues^27^. More recently, PROM integrates flux balance analysis (FBA) and probabilistic inference from large-scale transcriptome data^28^, while expression balance analysis (EBA) adds over FBA the data-driven approach to predict genome-wide transcriptional levels by constructing a large-scale transcriptome compendium (2,242 profiles)^5^.

In this work, we describe two advances in the field of multi-omics integration and multi-scale modelling. First, we present Ecomics, a normalized, well-annotated, multi-omics database for *E. coli*, developed to provide high-quality data and associated meta-data for performing predictive analysis and training data-driven algorithms. This compendium houses 4389 normalized expression profiles across 649 different conditions. Moreover, we present the Multi-Omics Model and Analytics (MOMA) platform, an integrated model that learns from the Ecomics and other available network data to predict genome-wide expression and growth, which shows higher performance than several baselines and two recent metabolic-expression models.

## Results

### The multi-omics compendium and the integrative modelling

To build a multi-omics compendium for *E. coli*, we first aggregated data from available literature and public databases (Fig. 1). We then created a normalization pipeline that is based on semi-supervised approaches to remove systematic biases due to data collection, platform differences, batch effects, conditions and analysis methods (Fig. 2)^21^,^22^. We identified data with missing or potentially mis-annotated entries and supplement meta-data information both through communication with the respective laboratories and through systematic experimental characterization in our lab. Currently (February 2016), Ecomics has 4389 genome-wide profiles over 649 conditions, coming from 65 *E. coli* K-12 strains (Supplementary Fig. 1), 286 genetic perturbations (for example, knock-outs), 112 media (Supplementary Fig. 2) and 52 stresses.

Second, the MOMA platform is an integrated model that learns from the Ecomics and other available network data to predict genome-wide expression and growth (Fig. 3 and Supplementary Fig. 3). Given an input of 612 features that encompass genetic (strain, genetic perturbation) and environmental (medium, stress) factors, the proposed model predicts the genome-scale expression and concentration of genes, proteins and metabolites (5453 molecular species), metabolic fluxes (2,382) and growth rates. The predictive performance of the model compares favourably against several baselines and in comparison to two recent metabolic-expression models.

### A highly biased sampling of the experimental space

Figure 4a is a snapshot of the *E. coli* K-12 omics universe. The lack of omics data for any single condition is striking: from the 649 conditions represented, only 11 conditions have two or more omics layers (6.19% of the profiles) and only one condition has all three layers (0.41% of the profiles). The distribution of profiles to conditions is heavily skewed (Fig. 4b,c and Supplementary Figs 4,5A,6,7). Profile replicates are generally reproducible and highly variable depending on the specific strain (CV=0.28±0.09; Supplementary Fig. 5A), medium (CV=0.26±0.14; Supplementary Fig. 6) and stress (CV=0.24±0.11; Supplementary Fig. 7).

### Targeted experimentation in Ecomics

The gene ontology (GO) coverage in Ecomics is unexpectedly low: only 7.2% of molecular functions, 48.4% of biological processes and 31.4% of KEGG pathways are represented in the compendium. Although the challenges associated with gene ontologies are many and known^29^, GO term coverage provides a proxy on how diverse the information within the compendium is. To maximize the GO coverage of Ecomics, we first investigated which conditions are likely to disrupt unrepresented biological processes and functions. We assumed that a GO term is represented in the compendium if the compendium has profiles where one or more genes which include that GO term have been perturbed. 

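The profiles analysed here from this experiment are 48 samples of batch 2, with 3 replicates each of WT and of 15 knockouts (*mgtA*, *gabT*, *sdhC*, *putP*, *rfbA*, *entF*, *kefB*, *cysA*, *mhpD*, *fliY*, *lplA*, *kch*, *ugpC*, *trpD* and *aspC*). WT is strain BW25113, the parent of the knockouts, and cells were grown in M9 minimal medium with 0.4% glucose for 8 h. RNA was sequenced, and the authors deposited the number of reads that htseq-count assigned to each gene, without normalization. The paper describes trimming, alignment to the MG1655 genome with TopHat and bowtie and this counting for public RNA-Seq data, and the same steps are taken to hold for its own. Each file lists 4294 genes by their b-number. The total count on genes was between 6576 and 4954400 per sample, with a median of 668886. The 3 WT samples had between 727978 and 1441647 counts with a median of 789902. Only 2 samples had fewer than 100000 counts, *aspC* replicate 3 with 6576 and *rfbA* replicate 2 with 8585. At these depths a gene is seen only if it is among the more strongly expressed ones. In the 42 files that keep the htseq-count summary, between 77.35 and 96.27% of the alignments were set aside as not unique (median 93.67%). The files of the *trpD* and *aspC* samples have no such summary. A single gene, b4011, took 27.33% of the gene counts on average over the 84 samples of both batches, and between 9.41 and 63.09% in single samples. The 66 pairs of replicates of the same condition in both batches were compared with a chi-square test of their counts over genes. No pair was identical. The counts of *rfbA* replicates 2 and 3 differed by no more than sampling noise (chi-square over degrees of freedom 1.019, p = 0.213 over 3675 genes), while replicate 1 differed from both (7.387 and 191.931). Replicates 2 and 3 were therefore counted as 1 sample in means of single genes and in SDs. Correlations of the mean *rfbA* profile and between its replicates used all 3 samples. Counts were normalized by edgeR's TMM method, the genes passing filterByExpr were kept (3769 of 4294) and each knockout was compared with WT by edgeR's quasi-likelihood test in one fit of all 48 samples, with Benjamini-Hochberg adjustment. The shared fit, the normalization and the filter are the choices that could change the numbers.

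**Figure D1:**
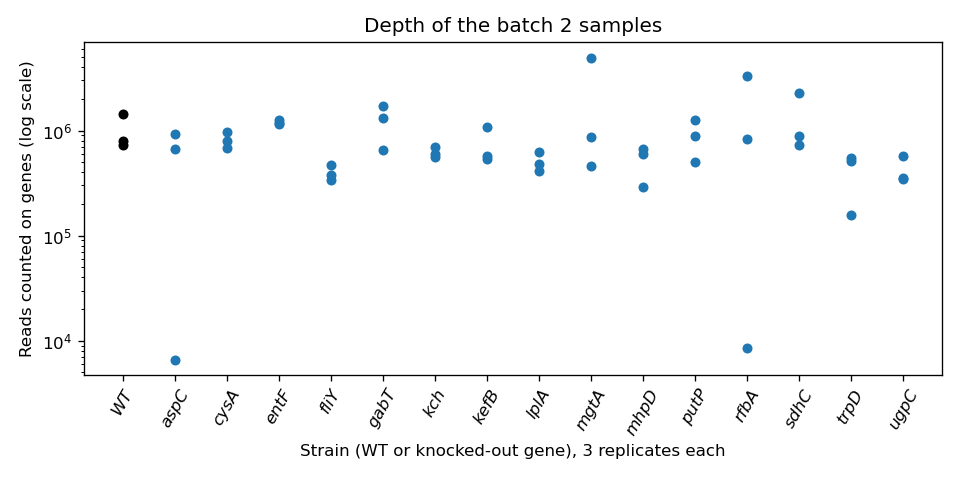
Reads counted on genes in each of the 48 samples of batch 2 on a log scale, by strain, with WT in black and the knockouts in blue. *aspC* replicate 3 and *rfbA* replicate 2 lie below 100000, and all other samples lie above it.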

Based on the resulting ranked list, we performed transcriptional profiling (RNA-Seq, see Methods) for the top 16 genetic knockouts (in triplicate; 48 profiles total). We also transcriptionally profiled and included in Ecomics nine KO experiments that we had identified before as being highly informative for both GO coverage and model performance^5^ (Supplementary Table 1). 

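The profiles of these 9 knockouts (*cysG*, *cysH*, *dcd*, *fadR*, *fepA*, *lacA*, *ppk*, *wzc* and *yghD*) make up batch 1, with 2 replicates per strain and medium. WT and all 9 knockouts were grown in LB (20 samples), and WT and 7 of them, without *cysG* and *cysH*, in M9 with glucose (16 samples), for 12 h. The sample records give 0.3% glucose for this batch and 0.4% for batch 2. As in batch 2, the authors deposited htseq-count read counts per gene without normalization. In LB the samples had between 553942 and 2274513 counts on genes (median 1109107), and in M9 between 1145 and 2373191 (median 602520). The lowest is *fadR* replicate 1 in M9 with 1145 counts, which allows few statements about single genes. Each knockout was compared with WT of the same medium by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in one fit per medium. All knockouts of a medium therefore share its 2 WT samples, and an unlike WT sample would enter every count. Of 4199 genes tested in LB, the number with an adjusted p under 0.05 was 16 in the *cysG* knockout, 4 in the *cysH* knockout, 1823 in the *dcd* knockout, 1 in the *fadR* knockout, 25 in the *fepA* knockout, 92 in the *lacA* knockout, 72 in the *ppk* knockout, 3 in the *wzc* knockout and 2 in the *yghD* knockout. In M9, of 4171 genes, it was 1747 in *dcd*, 800 in *fadR*, 531 in *fepA*, 183 in *lacA*, 444 in *ppk*, 739 in *wzc* and 253 in *yghD*. With the replicate number as a block, as the labels number the replicates, the counts were 16 (*cysG*), 4 (*cysH*), 1767 (*dcd*), 1 (*fadR*), 24 (*fepA*), 91 (*lacA*), 68 (*ppk*), 3 (*wzc*) and 2 (*yghD*) in LB and 1733 (*dcd*), 743 (*fadR*), 524 (*fepA*), 186 (*lacA*), 446 (*ppk*), 733 (*wzc*) and 242 (*yghD*) in M9. Samples with the same number did not deviate together more than samples with different numbers (mean correlation of deviations 0.0059 against -0.0059 in LB, permutation p = 0.2606, and 0.0042 against -0.0042 in M9, permutation p = 0.2481). Only 93 of the 1823 genes of the *dcd* knockout in LB changed by at least 1 on the log2 scale, against 955 of 1747 in M9. The largest change in LB was that of b2062 (*wza*) in the *wzc* knockout, with a log2 fold change of -7.715 (standard error 0.199, adjusted p = 5.19e-16 from edgeR's quasi-likelihood test). In the same comparison b2061 had -6.229, while b2060, the identifier of *wzc*, had -0.086. Some identifiers may be displaced from the genes whose reads they count, so the gene names given with identifiers are provisional. b2502 was the most changed gene of the *ppk* knockout in both media, with a log2 fold change of -6.756 in LB (standard error 0.264, adjusted p = 1.24e-12 from edgeR's quasi-likelihood test) and -5.449 in M9 (standard error 0.461, adjusted p = 1.02e-23 from the same test). Over the 8 strains grown in both media, 2089 of 4200 genes differed between LB and M9, 1044 of them higher in M9 and 1045 lower, with b2795 highest in M9 (log2 fold change 6.478, standard error 0.414, adjusted p = 1.06e-12 from edgeR's quasi-likelihood test) and b3689 lowest (-3.075, standard error 0.235, adjusted p = 4.29e-11 from the same test). With a block for the replicate number, 2061 genes differed. Requiring an absolute log2 fold change of at least 1 moved this count most, to 320, and leaving out replicate 1 or 2 gave 1121 and 443.

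**Figure D2:**
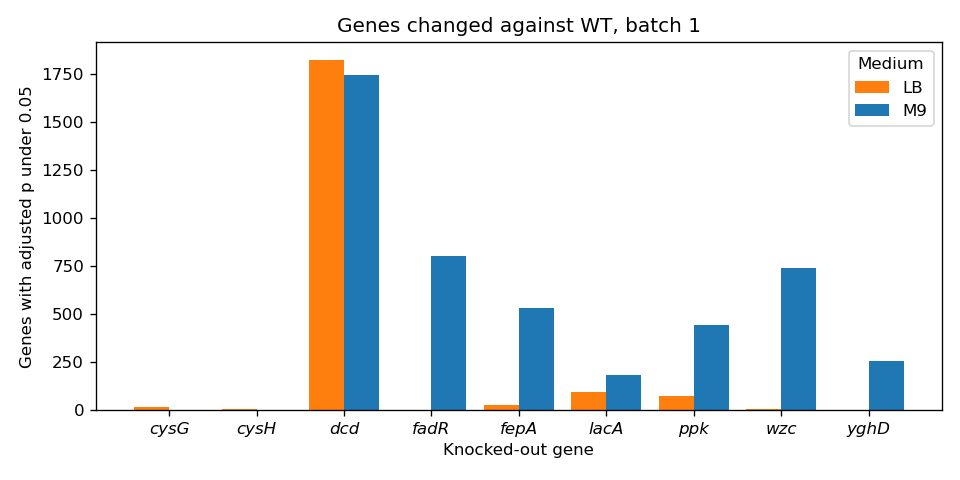
Number of genes with an adjusted p under 0.05 against WT in each knockout of batch 1, in LB (orange) and M9 (blue). *cysG* and *cysH* were not grown in M9. The *dcd* knockout has the most genes in both media, 1823 in LB and 1747 in M9.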

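The terms behind this coverage are listed by the paper in Supplementary Data 1, where they were counted by column. For molecular function the paper's list grows from 7 to 74 terms, a rise from 7.2 to 71.1% or 63.9 percentage points. For biological process it grows from 215 to 337 terms, from 48.0 to 72.7% or 24.7 points, and for KEGG pathways from 38 to 65 terms, from 31.0 to 51.0% or 20.0 points. These starting lists already include the 9 batch 1 knockouts. Before them the lists held 199 terms (44.0%) for biological process, 33 (27.0%) for KEGG pathways and 7 for molecular function. Every listed term was distinct, so that counting each name only once left the counts at 74, 337 and 65. The paper's rank sheet gives the 15 batch 2 knockouts analysed here between 25 and 147 terms each (median 61), most for *mgtA* with 147 and fewest for *mhpD* with 25, and the 9 batch 1 knockouts between 1 and 47 (median 7). Across the 16 strains of batch 2, 2242 of 3769 genes differed by edgeR's quasi-likelihood F test of all 15 knockouts at once (adjusted p under 0.05). In single knockouts the number of genes differing from WT was between 0 and 1113. From the terms that the added knockouts perturb, the paper derives the coverage after their inclusion.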

After the inclusion of these new transcriptional profiling results, the coverage increases by a 63.9, 24.3 and 19.8% to molecular function, biological process and KEGG pathway representation, respectively (Fig. 4f, Supplementary Fig. 8, Supplementary Data 1, Supplementary Methods).

### Reconstructing an omics-based ontology

We evaluated the similarity of the various strains, media and stresses, based on their effect in genome-scale expression (Supplementary Methods). Interestingly, the omics-derived strain ontology does not follow the sequence-based reconstruction, with a cophentic correlation of 0.21 (Fig. 4d; Supplementary Fig. 9). This result challenges the prevailing notion that distance in the genomic space translates into cellular state similarity^30^ and argues that small genetic changes can lead to large differences in the genome-wide molecular state. Similarly, the ontology reconstruction for omics-based medium and stress provide a data-driven perspective that directly correlates with how the organism perceives and responds to environmental changes (Fig. 4e; Supplementary Figs 10C,11).

Investigation of the genes and processes that led to the stress ontology reconstruction provides the genetic basis of their commonalities (Fig. 4e). We analysed the differential expression in pairs of stresses clustered together with using all other stresses as controls (Supplementary Data 2). In the case of isoleucine-limitation and octanoic acid, previous work has shown the notable difference in amino acid isotoper enrichments after octanoic acid exposure in *E. coli*^31^, and has also suggested carboxylic acids may negatively impact the function and/or integrity of the cell membrane. Interestingly, the top unique genes in this stress pair include many genes involved in the outer membrane including: *ompX*, *slyB*, *acrA* and *tolC*^32^, while the link between bacterial membrane synthesis and amino acid starvation has been previously established^33^. In the case of nanoparticle and butanol stress, *cpxR* shows the highest statistical significance and is known to be one of the two most differentially regulated genes during n-butanol stress in *E. coli*^34^ as well being involved in bacteria-nanoparticle interactions. In the cluster of hypoxia and Indole-3-acetic acid stress, the genes *hybF, aceK, metN, talB* are involved in anaerobic respiration^35^,^36^ and energy/central metabolism where Indole-3-acetic acid is known to affect their relevant pathways in *E. coli*^37^. For cold and heat shock, the ribosome is similarly responsive in both stresses^38^ and this, together with temperature sensitive responses is what drives the high similarity in these two stresses. The top differentially expressed genes that are common in this pair are *rplK, rplL, rplV, rplO, rplC, rplJ, rplM,* all of which are ribosome related^32^. For ATP and NADH limitation, both ATP and NADH are energy molecules with levels directly influenced by external energy sources. The top differentially expressed genes in that pair, include dppB, a component of the *DppABCDF* dipeptide transport system^39^ and *gadE* which is regulated through a cAMP receptor^40^, have been shown to be altered by glucose. In the case of osmotic and acidic stresses the link is unclear, as their most informative differentially expressed genes, the dehydrogenase *glpB* and the cell division protein *ftsQ* are implicated in other processes, although our results are in agreement with previous reports observing their altered expression under these stress conditions^41^.

### Factors that affect expression variability in *E. coli*

Expression variability is strain, media and stress dependent (Supplementary Figs 5B,10A-B,12, Supplementary Methods) beyond biases resulting from experimental settings or sample size (Pearson Correlation Coefficient (PCC) is between 0.01 and 0.03 in both cases, for laboratory and sample size bias). To identify key genetic markers that affect expression variance, we performed LASSO regression on the genotypic map of 154 features and expression variability for the 25 strains, which led to the identification of 6 genetic features. This approach was applied to media, identifying 11 nutrient features. A detailed analysis of these results that includes the genes identified and the mechanisms involved in variability of strains, media and stresses is available in Supplementary Methods.

### MOMA—an integrative model for predicting molecular state

We developed the MOMA framework that is based on a recurrent neural network (RNN)^42^ with regularization of sigmoid functions for the transcriptome layer, LASSO regression and ensemble learning^43^ for the proteome and metabolome layers, and weighted summation for their integration (Fig. 5a; Supplementary Figs 4,13–15; Supplementary Methods). MOMA was designed to be trained based on the multi-omics and interaction data that are in the Ecomics compendium and predict multi-omics expression for novel conditions (given as an input vector of the strain, medium, stress and genetic perturbation; see Methods). Because the predictive ability relies on the data used to train the model, each attribute in the new condition to predict should exist in at least one entry of the training set (in this case, Ecomics). Since there are 65 strains, 112 media, 52 stresses and 286 genetic perturbations in Ecomics, the theoretical space it can cover is given by their product, or about 285 million conditions.

In our previous work, we used regression on transcription factors to predict gene expression (EBA model described in ref. 5). While this work is still applicable here, it is limited in its ability to parameterize the environmental inputs and does not account for feedback loops that are ubiquitous in gene regulatory networks. To address these issues, the RNN architecture was used with an input feature vector corresponding to the genetic and environmental background and gene expression as the output. The network architecture and optimal parameters were selected through cross-validation techniques from the training data (Supplementary Fig. 16). For the proteome and metabolome layer, we evaluated several techniques on their ability to integrate and learn from the training data (more in the Methods section and Supplementary Methods). In every single layer, MOMA significantly outperformed the baseline predictions (based on random, mean and wild-type profiles) for expression and molecular concentration, even when only the information of that given layer was used for prediction (Fig. 5b-g). Furthermore, the performance of the model is substantially higher (PCC of 0.58 versus 0.19 with baselines 0.28 and 0.05, respectively) when comparing the training set of the Ecomics normalization (based on an absolute scale) to that of COLOMBOS (based on fold-change) on otherwise identical raw data sets (Supplementary Fig. 17).

For the transcriptome layer, the prediction of the expression of the 176 transcription factors (TFs) is significantly better when compared to the prediction of the expression of all 4096 genes (PCC: 0.76±0.07 versus 0.54±0.15, Fig. 5b). The robustness of prediction varies across combinations of strain, media and stresses with the observed variation being in agreement with the variability analysis, as described in the previous section (Fig. 5b and Supplementary Fig. 18). For example, our predictions are more accurate in defined medium among 19 media (PCC=0.84±0.3 versus 0.51±0.14; Supplementary Fig. 18B). We found that the model performance is uniform across the different pathways (Supplementary Fig. 19). Furthermore, 56% (48.8%) of GO biological processes, 62.8% (10.3%) of GO molecular functions, 97.5% (87.5%) of GO cellular process and 58.6% (41.3%) of KEGG pathways have a PCC higher than the mean of 0.54 (number in parentheses is percentage of cases that also have a statistically significant higher PCC than the wild-type baseline; Supplementary Data 3). In addition, the model performance was significantly enhanced by the amount of data in the compendium. A tenfold increase in data size adds a 15% increase in performance (measured by PCC) in the general case (Supplementary Table 2).

The expression level for each of the 1001 proteins was predicted through an ensemble method that integrates information from four sources (Supplementary Methods, Supplementary Fig. 14): the transcriptional regulatory network (TRN), the protein-protein interaction (PPI) network, the co-expressed protein network (CPN) and other pathway information. We evaluated each of these methods individually, as well as their integration through an Ensemble method where the protein expression level is the mean of the predicted expression level from each of the four prediction modules. The evaluation was performed in an Ecomics-derived data set of 18 profiles (5 conditions) with expression levels in both the transcriptional (4096 transcripts) and proteome layers (1001 proteins). As shown in Fig. 5c, the integration of four methods shows higher coverage and higher performance when compared with the four individual methods. In terms of protein coverage, the integration can predict all 1001 proteins, comparable only to the PPI method (1000 proteins), while the other three individual methods can predict a substantially lower number of proteins (250 for TRN, 547 for KEGG, 847 for CPN). However, the prediction performance of the PPI method (PCC: 0.48±0.26 for PPI) is lower than using their integration (PCC: 0.55±0.26). The integration method also outperforms the other two individual methods (PCC: 0.41±0.23 for TRN; 0.47±0.23 for KEGG) and is close to that of the CPN method (PCC: 0.52±0.24), although the latter has a 15.4% less coverage. To directly compare sets of proteins that are covered in all methods, we focused their performance in the top 50 most variable proteins that are common among the five sets. Our results show that the integration (ensemble method) outperforms all other combinations with a PCC of 0.77±0.27, which is substantially better than all others (CPN, PCC=0.69±0.27; PPI, PCC=0.60±0.36; KEGG, PCC=0.66±0.30, TRN, PCC=0.37±0.49). Interestingly, predicting first the target gene expression from the mRNA expression levels of the corresponding genes does not perform well, achieving a PCC of 0.34±0.18 in the general case and PCC of 0.18±0.51 for the 50 most variable proteins (Supplementary Fig. 20).

Previous studies report that genome-wide expression levels between transcripts and proteins in cell populations of *E. coli* show some but not strong correlation^44^,^45^,^46^. More specifically, an *R*^2^ of 0.47 between average mRNA and protein concentration was reported in ref. 45. This has suggested that the mRNA expression level of a gene is not the best proxy for estimating the concentration of the corresponding protein. Our results show that the concentration of a protein can be highly predicted (0.79±0.21, *R*^2^ of log-scaled concentration for 1001 proteins) when we collectively use expression levels of the genes that are functionally related to the protein where four different network sources are used to find functional relationships of genes. This result argues that integrating genome-wide interaction and expression data is beneficial for predicting protein levels.

For predicting the metabolome layer, we first investigated which layer (transcriptome, proteome) can provide the necessary information to build a better predictor (Supplementary Methods and Supplementary Fig. 21). For this, we used 33 profiles of 126 metabolites, 53 proteins and 75 genes that constitute the core metabolism, in order to predict the concentration of each metabolite. We found that using (measured) protein expression levels leads to better results (PCC 0.65±0.21) than by using gene expression levels (PCC 0.47±0.26) as shown in Fig. 5d. For predicting concentrations of metabolites in non-core metabolism, we resort to the inference of enzyme concentration from mRNA expression levels due to the paucity of profiles with both metabolome (including metabolites in non-core metabolism) and proteome information (only 6 profiles). Predictions on the metabolome layer are more accurate in non-core than in core metabolism (*P*<10^−13^ and *P*<10^−3^ for non-core and core metabolome, respectively; Fig. 5d). This is an expected result, given the variability analysis in Ecomics, as concentration variance in core metabolism is high. Variance analysis indicates that the prediction of metabolite concentrations in non-core pathways is robust, with a variance of 0.02±0.01, comparable to that of core metabolism (0.06±0.01), which suggests that the non-core metabolic set can be highly predictable even without the presence of protein expression data (Supplementary Fig. 21B). FBA with multi-layered omics data to constraint reactions results in better performance (PCC 0.72±0.24) than using plain FBA (PCC 0.65±0.39, *P*<10^−8^, Fig. 5e, Supplementary Methods) or when one of the layers is absent (PCC 0.67±0.21 for proteome only and PCC 0.70±0.20 for transcriptome only).

Ultimately, the integrative model had the highest performance overall in predicting growth rate (Fig. 5f and Supplementary Figs 22 and 23; PCC=0.65±0.01 in leave-one-condition-out cross-validation over 101 conditions with wild-type information present in the training set; 0.76 for novel wild-type cases). Interestingly, although the information added by the inclusion of any given module was not immediately obvious (Fig. 5g), the optimal results were obtained when all modules were present.

### Most informative molecules of expression and growth

To understand what molecules were significantly involved in the prediction of cellular dynamics, we investigated the features selected (that is, features having non-zero weights) from LASSO constrained regression for each layer of transcriptome, proteome and metabolome. For the transcriptome layer, LASSO selected 733 genes to predict growth rate. Among them, 15 genes were from the cellular machinery of ribosome and RNA polymerase (48 genes total, *P*<0.001). Gene Set Enrichment Analysis of all 733 genes shows its enrichments in essential gene ontologies including ATP (*P*<5.1 × 10^−39^), cell wall (*P*<7 × 10^−31^) and DNA-replication (*P*<3.7 × 10^−5^). Interestingly, most of the top genes with the highest absolute weight are not directly involved in growth-related processes, but they directly interact with cellular machinery at the protein level. For example, the third most informative gene, *mreB* has known PPIs with all 48 genes of RNA polymerase and ribosome (Supplementary Methods, for complete list of selected genes, see Supplementary Data 4). Four of the top 10 genes are uncharacterized and can be potential targets for further investigation. In addition, knockout of seven out of the nine most informative genes (Keio collection in LB; *yffO* omitted as not in the library) had moderate to severe negative growth rate effects (Supplementary Table 3). Note however that the prediction performance drops strikingly if we only pick the top ten genes as features, with the PCC decreasing to 0.08 from 0.65, which suggests that the integration of information from multiple processes is needed to predict growth given the high diversity of the possible conditions. For the proteome layer, MOMA selects 14 out of 1001 proteins, enriched in cellular processes directly related to cellular growth including translation (*P*<6.3 × 10^−4^), ribosome (*P*<7.4 × 10^−4^) and tRNA binding (*P*<1.7 × 10^−5^). For the metabolome layer, MOMA identified nine metabolites with non-zero weight, noticeably mainly from amino acids (Table 1). The list of all selected molecules with their absolute weights in three omics layers are in Supplementary Data 4.

### Experimental validation of MOMA and model comparison

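In the 15 knockouts of batch 2 that are analysed here, the number of genes whose expression differed from WT (adjusted p under 0.05, edgeR's quasi-likelihood test, 3 against 3 samples in a fit of all 48) was 1042 in *trpD*, 1113 in *ugpC*, 394 in *cysA*, 193 in *entF*, 131 in *aspC*, 21 in *kefB*, 19 in *sdhC*, 19 in *fliY*, 8 in *gabT*, 5 in *putP*, 4 in *kch*, 4 in *mhpD*, 2 in *rfbA*, 0 in *mgtA* and 0 in *lplA*. The median over the knockouts was 19. For *rfbA* the fit kept replicates 2 and 3 as separate samples, and with both summed as 1 sample it had 1 gene. With a block for the replicate number the counts were 1049 (*trpD*), 1057 (*ugpC*), 390 (*cysA*), 173 (*entF*), 134 (*aspC*), 28 (*kefB*), 18 (*sdhC*), 17 (*fliY*), 5 (*gabT*), 3 (*putP*), 5 (*kch*), 5 (*mhpD*), 2 (*rfbA*), 0 (*mgtA*) and 0 (*lplA*), and the F test over all strains gave 2208 genes in place of 2242. The pairing is taken from the replicate numbers in the labels, and samples sharing a number did not deviate together more than others (mean correlation of deviations 0.0049 against -0.0017, permutation p = 0.2568). The largest change was that of b3972, which had no reads in the 3 samples of either *trpD* or *aspC* (log2 fold change -9.525 in each, with standard errors of 2.643 and 2.549 and adjusted p = 0.0049 and 0.0218 from edgeR's quasi-likelihood test), but its WT level of 111.4 ± 111.3 normalized CPM (SD, n = 3) varied as much as its mean. The 6 files of *trpD* and *aspC* also lack the htseq-count summary, and 35 of the other 42 samples have reads of b3972. For this gene a difference between files cannot be told apart from the knockouts. The next largest change was that of b1976 in the *sdhC* knockout, with 3184 ± 2727 (SD, n = 3) against 6.934 ± 2.306 in WT (SD, n = 3). Its log2 fold change was 8.829 (standard error 1.583, adjusted p = 0.00206 from the quasi-likelihood test of edgeR). Its 3 knockout samples ranged from 59.7 to 5091. b1252 had no reads in 3 of 3 *kch* samples against 29.28 ± 5.774 in WT (SD, n = 3), and b2165 (*yeiN*) none in WT against 23.03 ± 14.3 in *ugpC* (SD, n = 3). In the *mhpD* knockout b0352 rose to 1027 ± 10.8 (SD, n = 3) from 26.3 ± 3.846 in WT (SD, n = 3), a log2 fold change of 5.308 (standard error 0.305, adjusted p = 7.85e-19 from the quasi-likelihood test of edgeR). The genes shared by most knockouts were b3442, lower in 9 of 15, and b3689, lower in 7 of 15. The *ugpC* count depended most on the samples in the fit, with 15 genes when replicate 3 was left out and 0 when only the 3 *ugpC* and 3 WT samples entered the fit. The *mgtA* and *lplA* knockouts had no gene past the threshold. With only the 3 knockout and 3 WT samples in the fit, *mgtA* had 10 genes and *lplA* 36. Against the average of the other 14 knockouts, *mgtA* had 9 and *lplA* 0. In simulated data of the same depth, 77.5% of genes with an absolute log2 fold change of 2 were recovered (dispersion 0.1). These changes were simulated in the *kefB* samples, and the dispersion was fixed for every gene and not taken from the data. A larger spread in the real samples would lower the share, so it is not a measure of power for *mgtA* and *lplA*. This leaves room for changes that were not detectable, and smaller changes were not simulated.

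**Figure D3:**
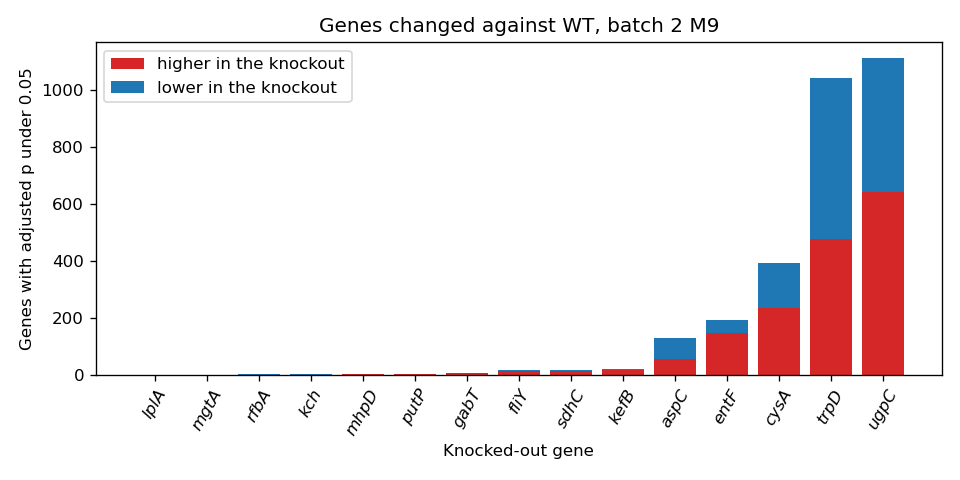
Number of genes with an adjusted p under 0.05 against WT in each batch 2 knockout, ordered by the total, with genes higher in the knockout in red and lower in blue. *ugpC* (1113) and *trpD* (1042) have the most, and *mgtA* and *lplA* have 0.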

We used the 16 novel genome-wide transcriptional profiles that we performed for Ecomics expansion (see Methods) to evaluate the prediction performance of MOMA. These profiles correspond to conditions that are the least represented in Ecomics, so the performance estimate is expected to be conservative. 

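The same-batch starting point rests on the 3 WT samples of batch 2, whose counts on genes were between 727978 and 1441647. On the scale log2(CPM + 1), over the 3769 genes passing the filter, their pairwise Pearson correlations across genes were 0.9561 (replicates 1 and 2), 0.9595 (1 and 3) and 0.9499 (2 and 3). Genes are not independent replicates, so no test is attached to these values. The mean WT profile of batch 1 in M9, grown with 0.3% glucose for 12 h, had a correlation of 0.512 across the same genes with the batch 2 WT mean, and of 0.9151 with the batch 1 WT mean in LB. Batch, glucose and time differ together between these M9 samples and cannot be told apart. The other profiles that enter baselines 1 and 2 are not in the files analysed here.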

We used three initialization points for each gene: its average expression over all MG1655, M9/LB profiles (baseline 1, non-specific), its average expression over all BW25113, M9/Glucose profiles (baseline 2, specific) and its average expression over the three BW25113, M9/Glucose replicate profiles that were measured in the same batch with the 16 knockouts (baseline 3, same-batch). In all cases, the prediction was significantly better (27, 41 and 25% from baselines 1, 2 and 3, respectively; Fig. 6a). 

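Baseline 3 can be set against the measured knockouts from the counts. Over 3769 genes on the scale log2(CPM + 1), the mean of the 3 WT samples had a Pearson correlation across genes of 0.9658 with the mean knockout profile in the median over the 15 knockouts (SD over the knockouts 0.0545), from 0.8131 in *aspC* to 0.9829 in *mgtA*. *trpD* (0.8226) and *ugpC* (0.9013) lay nearest to *aspC*. The value of *aspC* was lowered by 1 shallow sample. Without the samples under 100000 counts, an alternative chosen after seeing the depths, *aspC* rose to 0.949. The lowest value was then that of *trpD*, at 0.8226. The pseudocount moved the median most, to 0.9427 with log2(CPM + 0.1), and linear CPM gave 0.9876. The predictions of MOMA and the absolute expression scale of the compendium are not in the files analysed here, so its PCC could not be computed. From the larger correlation of its predictions than of the starting profiles with these measured knockouts, the paper concludes that the model predicts better than each baseline.

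**Figure D4:**
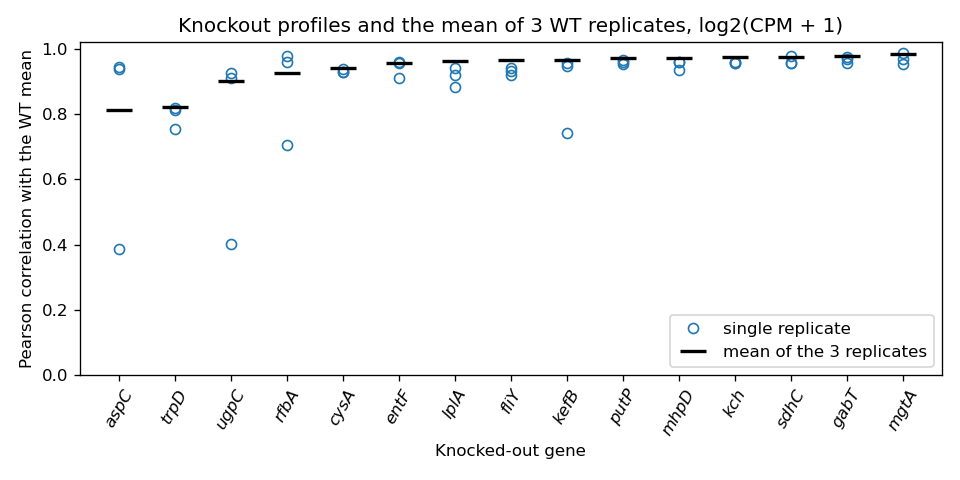
Pearson correlation across genes between the mean WT profile and each knockout of batch 2 on the scale log2(CPM + 1), with circles for single replicates and bars for the mean of the 3 replicates. Means lie between 0.8131 (*aspC*) and 0.9829 (*mgtA*), and single replicates of *aspC* (0.3877), *ugpC* (0.4029), *rfbA* (0.7054) and *kefB* (0.7417) lie below the others of their strain.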

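The mean pairwise Pearson correlation between the replicates of a strain, across genes on the scale log2(CPM + 1), was 0.9423 in the median over the 16 strains. It was lowest in *aspC* (0.5825), *ugpC* (0.6452), *kefB* (0.7829) and *rfbA* (0.787) and 0.9552 in WT. In 12 of the 15 knockouts it was lower than the correlation of the mean knockout profile with the mean WT profile. The comparison is not like for like, since single replicates were set against means of replicates. On linear CPM the number was 7 of 15. Single replicates correlated with the WT mean between 0.3877 (*aspC* replicate 3, 6576 counts) and 0.9861 (a replicate of *mgtA*). *ugpC* replicate 3 had 0.4029 at 349156 counts, and the other *ugpC* replicates had 0.9273 at 351053 counts and 0.91 at 575206. The correlation of *kefB* with WT was 0.966, with an SD of 0.1221 over its 3 single replicates. That of *rfbA* was 0.925 from the mean of all 3 replicates, and its SD was 0.0841 (n = 2, with replicates 2 and 3 counted as 1). With replicates 2 and 3 summed as 1 sample the correlation of *rfbA* was 0.9792. With the 2 samples under 100000 counts left out, chosen after seeing the depths, the median replicate correlation was 0.9568. That of *aspC* rose to 0.9632 and that of *rfbA* to 0.9628, while *ugpC* and *kefB*, with no such sample, stayed lowest. The correlation of *rfbA* with WT rose to 0.9792 without its shallow sample.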

The PCC of MOMA's prediction in baseline 3 was between 0.58 and 0.85 for the 16 knockouts. Prediction outliers, such as the large discrepancy between the high genome-wide prediction performance of the *kefB* knockout and the expression of the *ydbH* gene in the same sample, can serve as targets for further investigation (Fig. 6b).

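In the *kefB* knockout of batch 2, 21 of 3769 genes differed from WT (adjusted p under 0.05, edgeR's quasi-likelihood test), 17 higher and 4 lower. Its 3 samples had between 540781 and 1070747 counts on genes. The largest change was b3351, the identifier next above b3350 (*kefB*), with 256.4 ± 187.4 normalized CPM (SD, n = 3) in the knockout and 10.74 ± 3.995 in WT (SD, n = 3), a log2 fold change of 4.445 (standard error 0.511, adjusted p = 7.31e-08 from edgeR's quasi-likelihood test). Its counts were 67, 342 and 148 in the knockout replicates and 12, 4 and 3 in WT. The next 9 genes by the rule set in advance were b2722, b1076, b1925, b1075, b1924, b1077, b1886, b1888 and b1887 (*cheW*). All were higher in the knockout, with log2 fold changes from 3.108 (b1887, standard error 0.718, adjusted p = 0.0201 from the same test) to 4.211 (b2722, standard error 1.018, adjusted p = 0.0293 from the same test), and b1888 had the smallest adjusted p among them (0.00374, from the same test). Some of these genes have few reads: b2722 had 31, 11 and 5 counts in the knockout and 0, 0 and 1 in WT. b3350 itself was counted at 1150 ± 754.4 CPM (SD, n = 3) in the knockout and 502.2 ± 30.65 in WT (SD, n = 3), with 468, 1564 and 611 reads in the knockout replicates, a log2 fold change of 1.193 (standard error 0.411, adjusted p = 0.165 from the same test). Whether b3350 counts the reads of *kefB* is open, since a displacement of identifiers was not excluded. Leaving out single replicates moved the number of changed genes between 2 and 224, and comparing with the average of the other 14 knockouts in place of WT gave 414. With a block for the replicate number it was 28. The identifier of *ydbH* is in none of the tables analysed here, so its expression is not analysed here. In the paper, the *kefB* profile is well predicted as a whole while *ydbH* is not, and the paper proposes such genes as targets for further investigation.

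**Figure D5:**
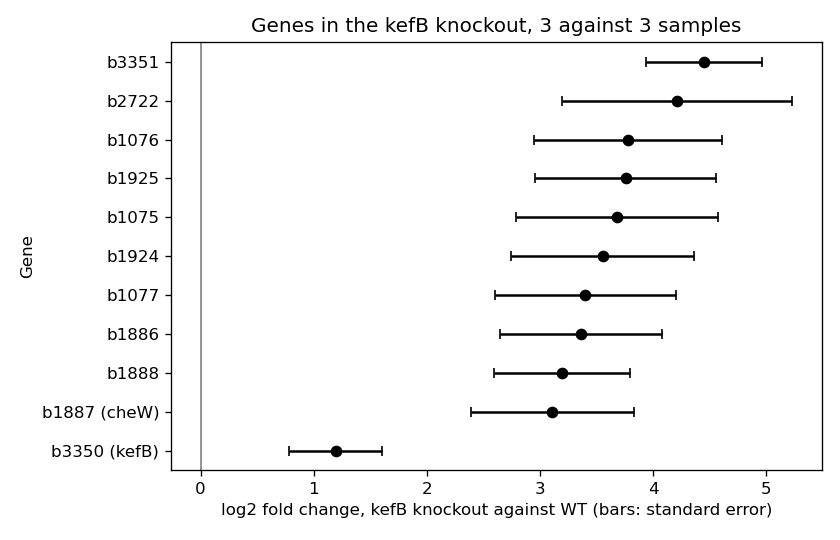
Log2 fold change of 10 genes with the largest change in the *kefB* knockout against WT, and of b3350, the identifier of *kefB*, in 3 against 3 samples. Points are estimates of edgeR's quasi-likelihood fit and bars their standard errors. b3351 has the largest value (4.445), and b3350 (*kefB*) has 1.193.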

We then compared the prediction performance of MOMA to that of the leading *E. coli* prediction methods, ME-Model^26^ and EBA^5^. As each method predicts a different set of genes, we compare the expression levels of the gene set predictable by all three methods. Regardless of the initialization used, MOMA significantly outperformed the other two methods (38–280% for ME-Model and 47–311% for EBA) with the performance difference increasing with the information context of the baseline (Fig. 6c).

## Discussion

There are three elements necessary to realize the potential of predictive biology: data, models and methods to improve both. Here we presented Ecomics, a coherent multi-omics database for *E. coli* that can be used for training traditional and advanced machine learning methods. There are a number of lessons learned from this work. First, quality control of high-throughput data is both necessary and challenging, due to the lack of reporting standards and the complexity of any given experimental setting. The extent to which next-generation machine learning techniques^47^ can help us solve biological questions depends heavily on the protocols and the standards in place for efficient meta-data reporting and quality control. Even in this case, the creation of a unifying, normalized multi-omics compendium is far from a simple data aggregation, as several integration steps based on biological knowledge are needed. As our analysis showed, current data unevenly explore the experimental space and are difficult to integrate due to the paucity of cross-layer information for the same conditions. Investment in these fronts is required, if we aspire to approach the exploration of the biological experimental space in a structured manner^18^ to guide new omics profiling. Future extension of Ecomics includes multiple data types such as ChIP-Seq and connection to other *E. coli* resources such as EcoCyc^32^ and RegulonDB^48^. We envision a structured data ecosystem that will provide the data and meta-data necessary for advanced predictive analytics.

The omics integration allows us to reconstruct an ontology of the environmental (stress, medium) and genetic (strains, gene perturbations) features based on their effect on genome-wide molecular expression, which itself is a proxy for several processes and behaviours. Although a network-based GO has been explored before^49^, the construction of the Ecomics compendium allowed us to reconstruct ontologies related to environmental settings and strains. We argue that this is a more informative approach for understanding complex environments than relying on chemical composition or genetic similarity alone. Further work towards this direction can include a multi-trait analysis that will lead to an organism-specific environmental map, which will be useful for understanding bacterial physiology and its evolution.

This work is the first that trains an integrative model in a comprehensive set of all available omics and interaction data across multiple layers; hence, the results are representative of what multi-omics models like MOMA can achieve in a large spectrum of conditions. It is worth noting that in all comparisons, the integration of multiple information always over-performed the individual predictors. This observation also holds in the case of non-core metabolome prediction and genome-wide flux prediction from FBA coupled with the multi-omics data set. The prediction performance, both in cross-validation across the *E. coli* omics universe and in new RNA-Seq and growth experiments that we conducted, is at levels that support the use of this technology for forward predictions in novel environments. At the same time, analyses of the molecules are the most informative for growth prediction, reveal that a different group of biomarkers emerges for each layer. As expected, amino acids are the dominant group for metabolomics, while transporters and growth-related proteins comprise the informative set. In transcriptomics, there are a number of unknown conserved genes, among membrane and transport related genes, which need further investigation.

Given the size and types of data used to build, train and evaluate the predictive model, this study provides a comprehensive view of the possibilities and challenges in data-driven, genome-scale modelling. Integration of additional data sources, such as genome-scale data sets with structural information, have the potential to provide orthogonal information and further increase the prediction performance. Additionally, the targeted experimental refinement is *conditio sine qua non* for the optimal exploration of the experimental space for any particular organism. This can be extended further to include other models, data types and collection of organisms or bacteria consortia, hence providing a further step towards the structured experimentation, exploration and discovery in the era of ‘Big data'-driven predictive biology.

## Methods

### Data integration overview

A total of 4389 genome-wide profiles over 649 conditions were collected from 26 databases and literature curation (291 sources). These omics profiles cover the transcriptome (3579 profiles of 4096 transcripts), proteome (71 profiles of 1001 proteins), metabolome (696 profiles of 356 metabolites) and fluxome (43 profiles of 120 fluxes). We created a detailed meta-data ontology (Supplementary Data 5) that includes 612 features related to genetic information (154 features), experimental settings (52 features), medium chemical composition (120 features) and genetic perturbations (286 features). Raw data of the transcriptome and proteome were processed using different methods depending on the platforms used (that is, RNA-Seq, one-channel array, two-channel array for transcriptome, Mass-Spectrometry for proteome). We only used processed data for the metabolome and fluxome. Once data were processed to quantify concentrations of molecules, we applied the same normalization principles based on semi-supervised approaches to three layers of transcriptome, proteome and metabolome as follows: Noise content was removed from the observed expression level by a Gaussian mixture model. Platform-biases were corrected by applying platform-specific *Z*-score normalization. Absolute-level quantification was performed by loess regression between known absolute-level expression levels and relative expression levels. For processed fluxome data from multiple sources, we normalized reaction rates by the glucose uptake rate. Additional growth dynamics (plate-readers; 1996 profiles) were experimentally measured and annotated through automated procedures. An overview of the normalization procedure is depicted in Fig. 2.

### Transcriptional layer

#### Raw-data pre-processing

Each of the three major platforms (one channel, dual channel and RNA-Seq) was processed by specialized methods or in a separate pipeline. For one-channel array, image data were first read into R using the affy package. Then RMA^50^ is applied for a set of replicates for background correction, normalization, probe-set summarization. For dual-channel array, image data were read into R using the limma package. Background correction was performed using normexp (with an offset of 5) as it is shown to outperform other methods^51^. Red and green channels were separated and quantile-normalized for each set of replicates.

The publicly available RNA-Seq data were downloaded from Sequence Read Archive, first converted to fastq using fastq-dump and then processed to follow the process (that is, Trimmomatic, TopHat/bowtie2, htseq-count) below. The low qualities of raw reads were trimmed using Trimmomatic (v0.30)^52^ with default settings. Trimmed reads were aligned on the most recent reference genome of *E. coli* K-12 MG1655 (GenBank: U00096.3) by using TopHat (v2.0.10) coupled with bowtie (v1.0.0)^53^. The resulting SAM file is then processed to have gene-level read counts using htseq-count^54^. From the 2346 raw profiles, we finally have 2329 profiles after discarding unreadable raw files (for example, custom-designed arrays without array design specification).

#### Noise removal

Noise in gene expression was estimated from three distinct sources, phantom genes^32^, negative-control probes designed by array manufacturers and non-K12 strain genes. Means and variances of both the signal and the noise were estimated using the Expectation Maximization (EM) algorithm implemented in R mclust, with the intensity below mean intensity of the three noise sources considered as noise during initialization. Gene expression was then updated throughout the Ecomics compendium.

#### Platform-bias correction

To correct systematic biases due to different technology platforms^55^, we applied platform-specific z-score transformation^56^. Most platforms are designed to measure relative expression levels, complicating the direct integration of profiles across different studies. For this reason, we first performed quantile-normalization (using R package preprocessCore) for each platform and then we transformed the expressed genes on the same scale for each profile, by using loess fit between expression levels of before and after quantile-normalization. Then finally, we applied a z-score transformation for each platform data set (Supplementary Figs 24A,B).

#### Absolute-level quantification

Due to fluctuations in the total RNA/cell^16^, it is assumed that uniform expression distributions across different conditions can lead to inaccurate downstream analysis^21^. To avoid this issue, we converted the relative expression measurements to absolute RNA copies per cell, by applying loess regression between the measured expression level and the absolute expression level for each profile. In cases where we have relative (that is, Ecomics profiles after platform-bias correction) and absolute expression levels^44^ for some genes (the ‘*shared genes*'), we trained a loess regression model, which was applied to the rest of the genes, and the process was repeated for all profiles^21^. Focusing only on housekeeping genes as a reference produced inferior results compared to this method. We compared normalized expression levels between genes with short half-life (0.573±0.004) and genes with long half-life (0.572±0.003). The results (Supplementary Fig. 24C) show that the mean difference is not statistically significant (*P*=0.41).

#### Dealing with missing expression levels

In Ecomics, genes that had more than 70% of their expression values missing were removed from the compendium. Similarly, we removed profiles where more than 70% of gene values were missing. Through this process, 502 genes and 2 profiles were excluded from Ecomics. For the rest of the profiles/genes, we imputed their values by applying for each gene a method that is based on the *k*-nearest neighbours (*k* is 3 here) algorithm (R package impute).

The final Ecomics transcriptional layer that resulted after following this methodology had 4096 genes over 3579 profiles (February 2016).

### Protein layer

A total of 71 proteome profiles were downloaded from ProteomeXChange and PRIDE databases^57^,^58^, as well as other published sources (Supplementary Data 6). We also experimentally profiled six samples in the transcriptome and proteome layers since the overlap between these layers is low (Supplementary Methods). Similar to the transcriptomics layer, we filtered out profiles for non-K12 strains and evolved strains. Mass spectrometry raw files were first processed by MaxQuant^59^ with default settings, with the *E. coli* K-12 protein sequences downloaded from UniProt^60^ (Tax ID: 83333) to map peptides to protein sequences. Absolute intensities (iBAQ) were then produced^61^. For processed profiles that contain relative protein concentrations, we transformed them to absolute protein copy number per cell, by matching relative concentrations with APEX absolute protein numbers from ref. 45 and then performed loess regression. The missing values were imputed, as described above. Special attention was given to the processing of the profiles reported in ref. 62, a high-quality data set of 59 proteins in 34 profiles, which was imputed separately, filtering out 4 of these proteins across the profiles. In all other cases, this step filtered out 539 proteins, which led to a final size for the proteomics layer of 71 profiles (69 profiles with exponential phase) with 1001 proteins.

### Metabolic layer

A total of 696 processed profiles were obtained from literature curation (Supplementary Data 6). For quantifying absolute metabolite numbers per cell for each metabolite, profiles having molar concentration were normalized as in ref. 63, yielding 
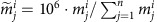
 where 

 is the number of molecules for metabolite *j* in profile *i*, 

 is concentration, 10^6^ is the normalizing constant, assuming that concentration of 1 nM in an *E. coli* cell corresponds to 1 molecule in the cell^64^. For metabolites with both measured concentrations and absolute molecule numbers, we fitted a loess curve and then used it to convert all metabolites in the corresponding profile^63^. The missing values were imputed, as described above. To ensure consistent naming of the metabolites, we used PubChem^65^, ChemSpider^66^, KEGG^67^, EcoCyc^32^, HMDB^68^ to resolve naming issues. As it was the case in the proteome layer, we processed separately^62^, which resulted in 138 metabolites excluded, finally producing 33 profiles of 126 metabolites. In all other cases, 71 metabolites were excluded, resulting in a metabolic layer of 696 profiles for 356 metabolites.

### Fluxomics layer

We collected publicly available fluxome data from the literature. A total of 43 profiles of 120 fluxes were compiled (Supplementary Data 6). As all profiles were in experimental conditions with glucose as the main carbon source, all reaction rates were normalized based on glucose uptake rate for each profile (
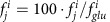
) where 

 is the absolute flux of reaction *j* for profile *i* and 

 denotes the measured glucose uptake rate for profile *i*. As different synonyms of a reaction were present across different studies, reactions were cross-referenced in KEGG^67^ and BiGG^69^ databases.

### Phenomics layer

#### Growth experiments

We were able to collect growth rate meta-data for 767 profiles (17.6% of all profiles, growth rates ranging from 0.01 *h*^−1^to 2.14 *h*^−1^). However, we noticed that growth rates were inconsistent even for the same conditions due to differences in instruments, measurement protocols, among others. For this reason, we re-created the experimental conditions for 50.3% (48% for exponential phase, 58% for stationary) of all profiles in the compendium and systematically measured growth rates with plate-readers, after they were rectified for offset minimization. For the phenomics layer, the growth curves that were experimentally measured (Biotek Synergy HT, 96-well plates in triplicates) used an automated script and consistent thresholds to identify the growth characteristics. An automated MATLAB script was used to calculate the lag phase, maximum growth rate and maximum cell density. The lag phase is defined as the time until 5% of the maximum growth rate is reached. Growth rates were determined by calculating the differential between 10 and 90% of cell density using a virtual sliding window with the width of 1 h and sliding every 15 min. This led to experimental growth dynamics measurements for another 1992 profiles (out of 3579; 55.6% of all profiles) with transcriptional information, corresponding to 179 conditions (out of 596; 30% of all conditions). Similarly, we measured the growth dynamics for another 57 (33 conditions) and 577 profiles (49 conditions) that covers 80.2, 82.9% of profiles with proteomics, metabolomics and fluxomics information, respectively. All measured growth data are available in Supplementary Data 7.

#### Inference of un-annotated growth phase

A classifier was trained to identify exponential and stationary phase, based on genome-wide gene expression (no profiles were in lag phase, as cells do not grow). SVM classification through an RBF kernel was found to have the highest performance. Features were selected by standard wrapper techniques with features (genes) being first ranked by their mutual information to the growth phase and then selected sequentially by cross-validation performance. To assess the prediction performance of our method, we used all profiles with high-quality information on phase, yielding a data set of 458 profiles with an equal fraction of stationary phase and exponential phase (out of 3579 profiles total, only 229 were in the stationary phase). We then performed a tenfold cross-validation, producing a Receiver Operating Characteristic and Precision-Recall curve (Supplementary Fig. 25). By using this technique, we labelled 1493 profiles (101 conditions) that were missing growth phase metadata.

### Model

#### Input and output

We built a genome-scale MOMA platform that aims to predict an output vector *y* containing the expression levels of mRNAs (4096), proteins (1001), metabolites (356), metabolic fluxes (2382) and growth dynamics, for a given experimental condition. The experimental condition is represented as an input vector *x* with 612 features that contain information about the genetic (strain, genetic perturbation) and environmental (medium, stress) background (Supplementary Methods). For initializing the model during training, the averaged expression profile of MG1655, in M9/LB was used.

#### Modularized architecture

MOMA is designed to be modular, in order to allow for a better representation of biological organization, an easier manipulation of individual modules and to avoid dimensionality issues. The final model is modularized into multiple layers of input, transcriptome, proteome, metabolome, fluxome and phenome. For each module, we evaluated various statistical techniques in their ability to capture biological structure and make accurate predictions.

#### Model training data

Our analysis focused on profiles for samples in the exponential phase, as the amount of data is sufficient for a rigorous assessment of the model. The data resources of Ecomics compendium and all the network resources (Supplementary Table 4 for Sigma factor network) used for model training are summarized in Fig. 1.

#### Transcriptome layer

For the transcriptional layer, an RNN^42^ with sigmoid activation functions that takes the 612 features as inputs and predicts the expression of 4096 genes from 612 features was trained using *l*_1_ regularization and stochastic gradient descent (Supplementary Methods). In RNN, each connection *c*_*i*,*j*_ between a node *i* and a node *j* has a weight *w*_*i*,*j*_ associated with it (Supplementary Fig. 13). We represent the weights for connections between input nodes *x* (612 nodes) and output nodes *y* (4,096 nodes) as *w*_*x*_ and the weights for connection among output nodes *y* as *w*_*y*_, so that the set *W*={*w*_*x*_,*w*_*y*_} includes all weights of the RNN. Given input *x* and weights *W*, the output vector *y* is iteratively computed by:

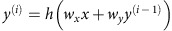

for 1 ≤ *i* ≤ *n*, where *y*^(*i*)^ is the state of output vector *y* at iteration time *i* and *n* is the memory depth. During the training phase, *W* is adjusted by minimizing the residual sum of squares between observed *y* and predicted *y* for all training data based on stochastic gradient descent. All the hyper-parameters are empirically optimized. The optimal memory depth was 2 and the cycles having length less than 3 account for 75% of all cycles in the TRN in *E. coli* (Supplementary Fig. 26).

#### Proteome layer

The protein expression values of 1001 proteins were predicted using LASSO constraint regression through a consensus of the transcriptional regulatory, PPI, co-expression network and other pathway information (for more information, Supplementary Methods). More specifically, for Transcriptional Regulatory Network (TRN), it was built based on the RegulonDB database. The protein level of a target gene in a novel condition is predicted by LASSO regression of the expression levels of genes that are connected through a regulatory link to the target gene. For Protein-Protein Interaction (PPI) Network, it was constructed from the five distinctive sources that were described in Supplementary Methods. Similarly, the protein level of a target gene in a novel condition is predicted by LASSO regression of the expression levels of genes whose respective proteins are connected through a Protein-Protein interaction to the target protein. For Co-expression Protein Network (CPN), it (70,710 interactions of 3,163 proteins) was built from the core proteome dataset (Supplementary Methods), which represents 20 expression profiles of 1,001 proteins, which are not used for proteome prediction. For two proteins to be considered co-expressed, their pairwise correlation should be larger than 0.7. Any given protein level in a novel condition is predicted by LASSO regression of the protein expression levels of co-expressed proteins with respect to the target protein. For pathway clustering, we cluster genes that are implicated in the same pathways, as represented in the KEGG database. The protein level of a target gene in a novel condition is predicted by LASSO regression of the expression levels of genes that are implicated in the same pathways as the target gene.

#### Metabolome layer

The concentrations of 356 metabolites are predicted from 4096 genes in the transcriptome layer (for non-core metabolism) and 1001 proteins in the proteome layer (for core metabolism) using regression with *l*_1_ regularization. For metabolites having known enzyme-substrate relations, we predict its concentrations from the expression levels of the related enzymes. For those with no such information, we fit from all the genes by using LASSO, which allows variable selection (Supplementary Methods).

#### Fluxome layer

FBA was used to predict 2382 fluxes, while protein/transcript and extra-cellular information from three layers of transcriptome, proteome and input was used to inform bounds. More specifically, lower bounds of reactions changed by:

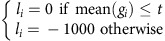

where *l*_*i*_ is expression levels of enzymes in reaction *i*. *t* is empirically determined by finding optimal parameter with maximum predictive performance within the predefined range (for more information, Supplementary Methods). Bounds for all exchange reactions are listed in Supplementary Data 8.

#### Phenome layer

Final growth rate prediction was calculated by the weighted sum of predicted growth rates from each individual layer, with the weight proportional to the performance of the respective layer during cross-validation and each layer predicts growth rate from concentration of molecules in the layer as well as extra-cellular information based on LASSO constrained regression (for more information, Supplementary Methods and Supplementary Fig. 27).

### Model performance and experimental validation of predictions

We evaluated the performance of the model by performing a leave-one-condition-out cross-validation for each layer (more information in Supplementary Methods and Supplementary Fig. 28 for transcriptome layer). Additionally, we performed transcriptional profiling for 16 single-gene knockout strains selected based on GO coverage optimization (Supplementary Methods). During model training we evaluated three distinct RNN initialization methods: using the mean expression profile in Ecomics of MG1655 with M9/LB media (the condition with the most profiles in Ecomics), the mean expression profile in Ecomics of BW25113 with M9/Glucose (the condition that follows the experimental setup), and the mean expression profile in the new experimental batch of BW25113 with M9/Glucose. To evaluate the effect of the gene knockout on expression, we set the expression of that gene to zero in the RNN, and set the other input parameters according to the experimental conditions (genetic features of the BW25113 strain and M9/Glucose as the medium).

### Comparison across genome-wide prediction models

We compared the genome-wide performance of the MOMA model with two other recently published models, the ME-Model^26^,^70^ and EBA^5^. For simulating the gene knockout conditions (16 KO genes) in the ME-Model, we followed the instructions provided in the supplementary material of refs 26, 70. For executing the EBA algorithm to predict expression in a gene knockout condition^5^, we set the following parameters: flag_topo=1 (which uses RegulonDB and inferred interactions), flag_mod=1 (M9) and genetic_pert is set to have -1 for the corresponding KO gene. The ME-Model and EBA methods can predict the expression of 730 (approximately) and 4189 genes, respectively, so the comparison among the three methods (ME-Model, EBA and MOMA) is on the union of the three sets (730 genes, approximately). For each method, the distance between the predicted expression and the mean replicate expression is calculated and the PCC is used for the comparison across all genes.

### Data availability

The Ecomics compendium and the predictive model is available at http://prokaryomics.com as an online resource. The RNA-Seq data produced from the lab is available at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI-GEO) under the accession GSE73673. The rest of the data that support the findings of this study are available from the corresponding author.

## Additional information

**How to cite this article:** Kim M. *et al*. Multi-omics integration accurately predicts cellular state in unexplored conditions for **Escherichia coli**. *Nat. Commun.* 7:13090 doi: 10.1038/ncomms13090 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-28, Supplementary Tables 1-3, Supplementary Methods, Supplementary References.

Supplementary Data 1 The list of functional terms newly represented by adding 9 genes (phase 0) and 16 genes (phase 1).

Supplementary Data 2 unique differential genes for six groups of stress pairs.

Supplementary Data 3 The prediction performance of MOMA in the transcriptome layer for each of functional groups in four categories of GO Biological Process, Molecular Function, Cellular Component and KEGG Pathway.

Supplementary Data 4 The informative molecules for predicting growth rate in three layers of transcriptome, proteome and metabolome.

Supplementary Data 5 The list of all molecular interactions used for modeling.

Supplementary Data 6 The metadata file of the Ecomics compendium.

Supplementary Data 7 The measured growth dynamics of 179 conditions for transcriptome, 70 conditions for proteome, and 52 conditions for metabolome and 53 conditions that show clear improvement in growth rate prediction in adding layer by layer in the order of input, transcriptome, proteome, metabolome, and fluxome.

Supplementary Data 8 The list of reaction bounds for media and stresses used for flux-balance analysis.

Peer Review File

## Figures and Tables

**Figure 1:**
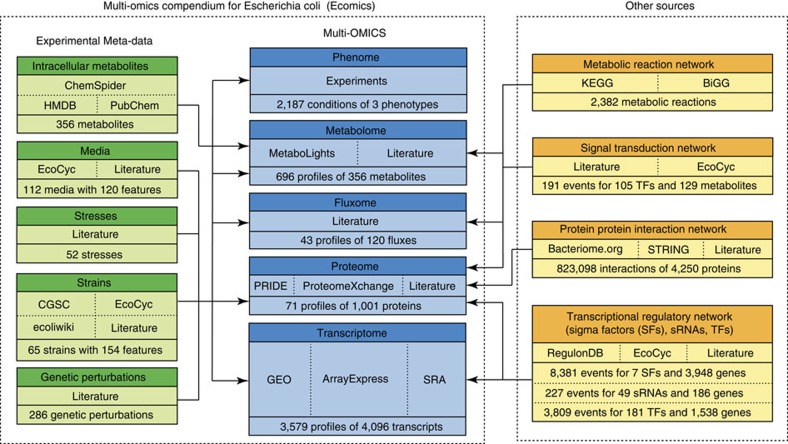
Overview of the Ecomics data sources. The Ecomics compendium is divided into two major parts, the multi-omics genome-scale profiles and the experiment meta-data. In addition to the Ecomics compendium, we have curated genome-scale interaction data for signal transduction, transcriptional, protein and metabolic layers.

**Figure 2:**
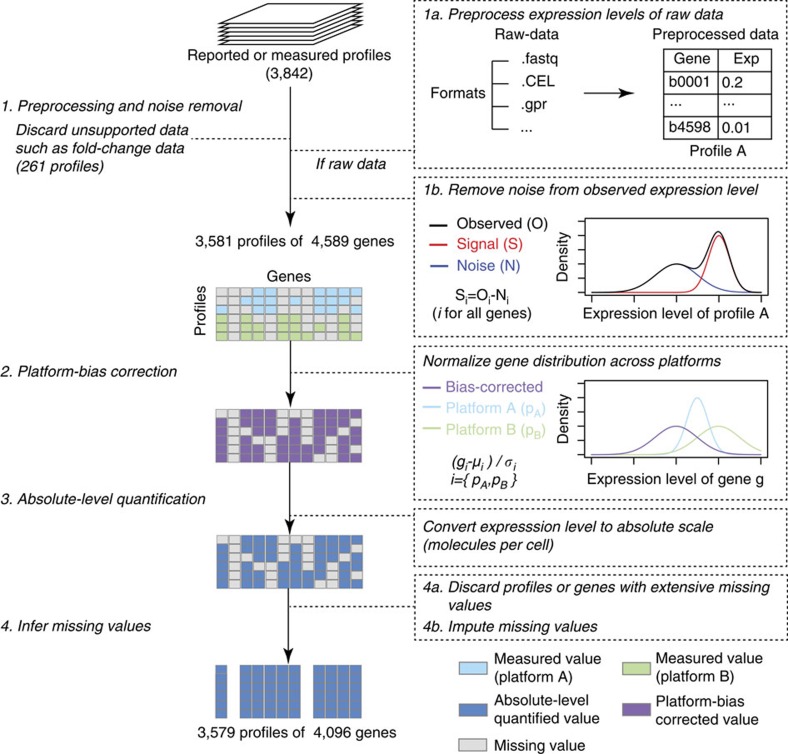
Overview of Ecomics data processing steps. Raw profiles were first processed to calculate expression levels or molecular concentrations. Noise removal and bias correction normalized data across different platforms. Absolute level quantification converted relative expression level to absolute numbers for cross-condition comparison. Final quality control removed low quality entries and inferred missing information.

**Figure 3:**
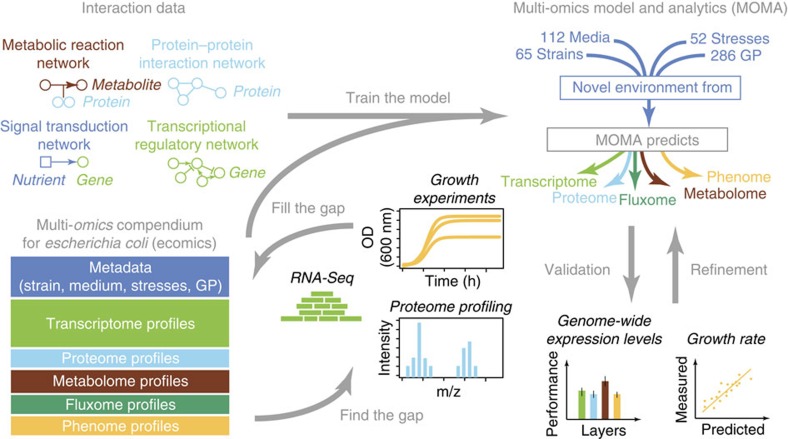
Overview of the multi-omics framework. A multi-layered predictive model constructed from interaction data (metabolic reaction network, protein-protein interaction network, signal transduction network, transcriptional regulatory network) and trained on the multi-omics compendium. The model is composed of the transcriptome, proteome, metabolome, fluxome and phenome layers. GP: genetic perturbations.

**Figure 4:**
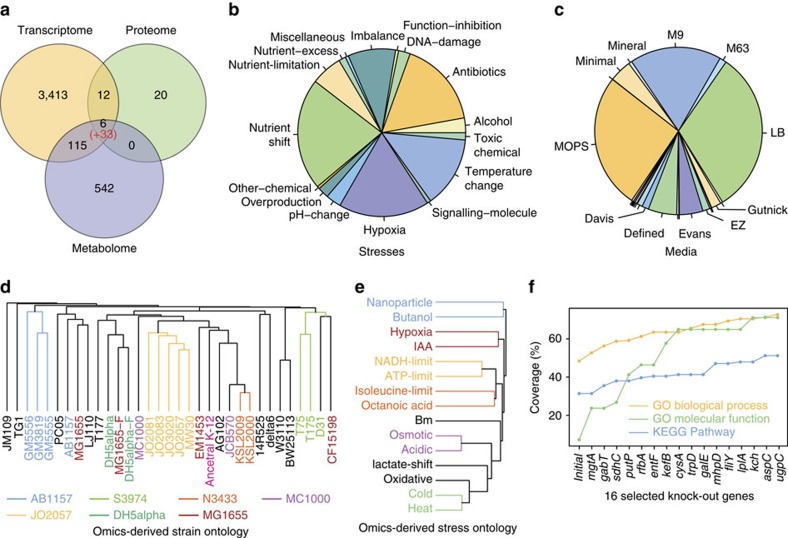
Analysis of the Ecomics compendium. (**a**) Number of profiles across the transcriptome, proteome and metabolome layers. The number in parentheses represents the profiles targeted for core metabolism^62^. (**b**) Stress distribution in Ecomics. The 52 stresses used in the compendium are grouped into 16 categories. Imbalance refers to the imbalance between production and consumption of reactive species (for example, oxidative, nitrosative). Alcohol represents exposures in alcoholic compounds such as butanol or ethanol. Overproduction refers to the overexpression of macromolecules such as fatty-acid or recombinant protein. Function-inhibition refers to the inhibition of cellular function such as lipid synthesis or peptidoglycan. (**c**) Media distribution in Ecomics. The 112 media used in the compendium are grouped into 25 basic categories (14 displayed; K, modified complex, BHI, ACSH, TSB, TB, SynH, TPM2, dYT, phosphate, DMA, DMEM, GMM, GGM are not displayed). (**d**) Strain ontology based on omics profiles. Only transcriptional profiles in LB medium were used. Colour represents strain derivatives. (**e**) Stress ontology based on omics profiles. Only transcriptional profiles in M9/MOPS media and without stress or genetic perturbation were used. Colour represents common biological processes that are enriched in each stress pair: signal transduction (cyan); central metabolism (red), transport (yellow); cell division (purple); ribosome formation (green). (**f**) GO coverage enrichment. 16 gene knock-out experiments were iteratively selected based on the number of unrepresented GO terms that were perturbed. Coverage on the *y* axis is the percentage of functional terms represented in the compendium. The ‘initial' point on the *x* axis indicates the Ecomics GO coverage before enrichment.

**Figure 5:**
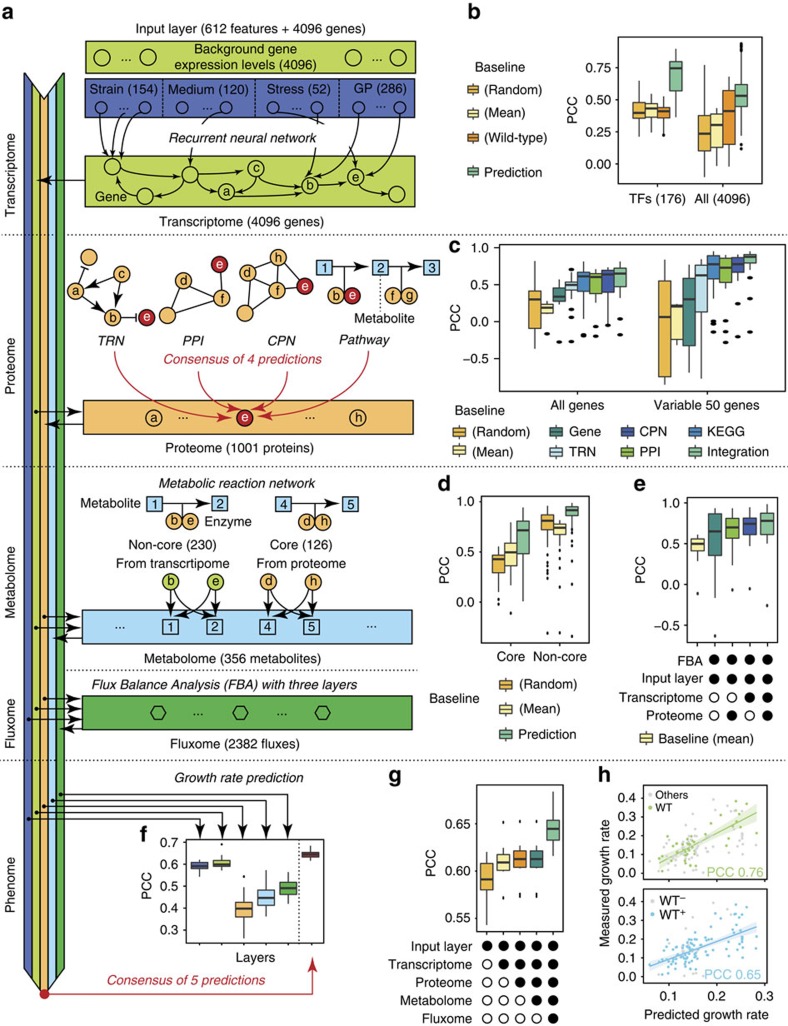
Model architecture and prediction performance. (**a**) The data and work flow over the five modules, one for each layer. (**b**) Prediction performance of the transcriptome module for all 178 TFs and all genes. For TFs (PCC 0.68±0.14, left panel), *P*<10^−13^ for random baseline (PCC 0.41±0.09), *P*<10^−13^ for mean baseline (PCC 0.41±0.07), *P*<10^−14^ for wild-type baseline (PCC 0.40±0.07). For all genes (PCC of 0.54±0.15, right panel), *P*<10^−15^ for random baseline (PCC 0.25±0.17), *P*<10^−15^ for mean baseline (PCC 0.26±0.14), *P*<10^−15^ for wild-type baseline (PCC 0.36±0.22) (**c**) The prediction performance for the proteome module. The number of proteins for each module (all proteins; 50 most variable): TRN (250;20), KEGG (547;36), PPI (1000;50), CPN (847;50), Integration (1001;50). Baselines from linear protein inference from transcriptional level (PCC 0.34±0.18, *P*<10^−2^), random (PCC 0.24±0.34, *P*<10^−2^) and mean (PCC 0.16±0.10, *P*<10^−4^) is shown. (**d**) Metabolite prediction (PCC 0.65±0.21; 126 metabolites) from 75 protein expression levels in core metabolism (comparison with baselines: random, PCC 0.36±0.13, *P*<10^−6^; mean, PCC 0.47±0.19, *P*<10^−3^). Metabolite prediction (PCC 0.87±0.15; 230 metabolites) in non-core metabolism from 4096 gene expression levels (comparison with baselines: random, PCC 0.77±0.17, *P*<10^−13^; mean, PCC 0.70±0.13, *P*<10^−15^). (**e**) Flux prediction, evaluated over 32 different conditions. Performance (PCC of 0.72±0.24) was compared to that of FBA without other layers (PCC of 0.65±0.39, *P*<10^−1^), without transcriptome (PCC of 0.67±0.21, *P*<10^−1^), without proteome (PCC of 0.70±0.20, *P*<10^−1^) and mean baseline (PCC of 0.50±0.11, *P*<10^−8^). (**f**) Performance of growth rate prediction from each layer (input, transcriptome, proteome, metabolome, fluxome from left) and the consensus of predictions from five layers (right). Performance to random baseline is not shown (PCC= −0.01; *P*<10^−5^) (**g**) Additive effect of additional layers in growth rate prediction. (**h**) Comparison of predicted growth rate and measured growth rates for 60 novel wild-type conditions (top) and for 101 conditions with wild-type information present in the training set (bottom). In all performance evaluation, three baselines are used: the random baseline represents prediction from mean expression level of randomly selected profiles in the training set; the mean baseline is the prediction from mean expression level of all profiles in the training set; the wild-type baseline is the prediction by mean expression levels of wild-type profiles in the training set. In all cases, leave-one-condition-out (LOCO) cross-validation was used. The error bar indicates standard error of the mean. Wilcoxon rank sum test was used for all statistical tests.

**Figure 6:**
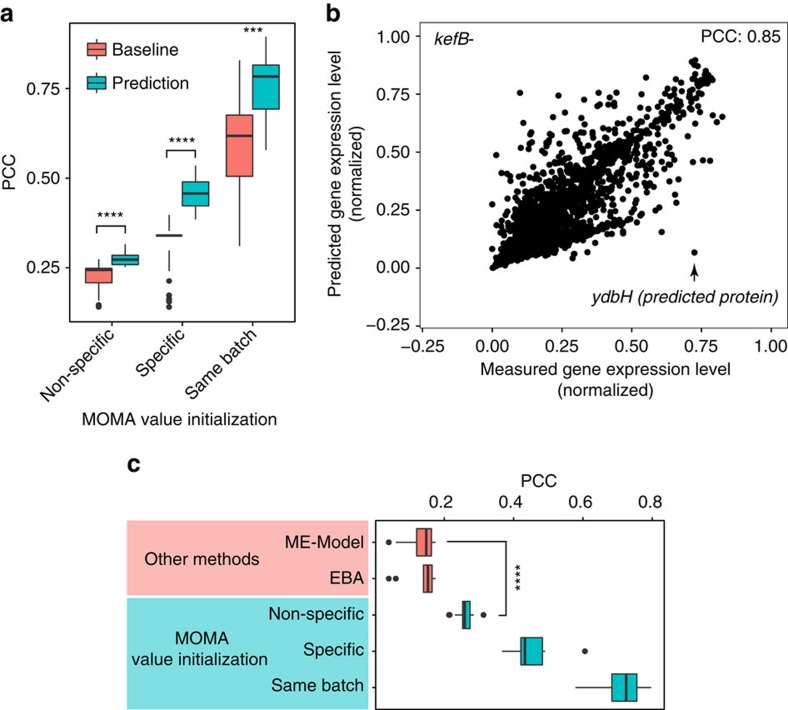
Model validation for 16 novel knockouts in transcriptome prediction and performance comparison with other methods. (**a**) PCC between predicted and measured expressed levels of 4096 genes for 16 knockout conditions. Three expression value sets were used to initialize the recurrent neural network (RNN). Non-specific initialization corresponds to the case where the RNN was initialized with the values of the most frequent condition in Ecomics, MG1655 cells in M9/LB media (*P*<10^−10^). Specific source initialization corresponds to the mean expression profile of BW25113 cells in M9/Glucose in the compendium, which is the same media and strain that was used in the knockouts (*P*<10^−7^). Same-batch initialization corresponds to the mean expression genome-wide profiles of BW25113 cells in M9/Glucose that was measured in the same batch with the 16 knockouts (*P*<10^−3^). (**b**) Scatter plot between predicted and measured expression levels for the kefB knockout condition. (**c**) Method comparison of prediction performance. We compared the prediction performance of transcriptome response to 16 KOs with ME-Model^26^ (*P*<10^−6^ for non-specific, *P*<10^−13^ for specific, *P*<10^−16^ for same-batch), and EBA^5^ (*P*<10^−7^ for non-specific, *P*<10^−14^ for specific, *P*<10^−16^ for same-batch). The error bar indicates standard error over the mean. ***(0.001<*P*<0.01), ****(0.0001<*P*<0.001). Wilcoxon rank sum test was used for all statistical tests.

**Table 1:** The top 10 informative features to predict growth rate for each of the three layers.

**Rank**	**Gene**	**Function**	**Protein**	**Function**	**Metabolite**	**Category**
1	*wcaF* (0.26)	Predicted acyl transferase	TufB (0.12)	Elongation factor Tu	Cytosine (0.12)	Nucleobase
2	*yffO* (0.17)	CPZ-55 prophage; predicted protein	Syd (0.04)	SecY-interacting protein	L-glutamine (0.11)	Amino acids
3	*mreB* (0.09)	Dynamic cytoskeletal protein MreB	AnsA (0.04)	Asparaginase I	L-alanine (0.07)	Amino acids
4	*yfiP* (0.09)	Conserved protein	ParC (0.04)	Dimer of topoisomerase IV subunit A	L-threonine (0.07)	Amino acids
5	*tyrP* (0.08)	Tyrosine:H+ symporter TyrP	PyrH (0.01)	UMP kinase	Nicotinamide (0.04)	Vitamin
6	*ycbT* (0.08)	Predicted fimbrial-like adhesin protein	TrxB (0.01)	Thioredoxin reductase	L-valine (0.04)	Amino acids
7	*gfcC* (0.08)	Conserved protein	GloB (0.01)	Glyoxalase II	Azelaic acid (0.04)	Fatty acids and conjugates
8	*solA* (0.08)	*N*-methyltryptophan oxidase	SerS (0.009)	Seryl-tRNA synthetase	D-glycerol-1-phosphate (0.02)	Glycerolipid metabolism
9	*fecA* (0.08)	Ferric citrate outer membrane porin FecA	RpsL (0.009)	30S ribosomal subunit protein S12	L-ornithine (0.008)	Non-proteinogen amino acid
10	*ynfB* (0.07)	Predicted protein	PotD (0.004)	Putrescine/spermidine ABC transporter	−	−

LASSO constrained regression was used to select informative features for predicting growth rate. The number in parentheses represents absolute weight and is an indicator of the significance of that molecule.

How the deposited data were processed for this re-analysis (not part of the article)

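Transcript levels were measured by RNA-Seq in 84 samples of *E. coli*. Batch 2 holds 48 samples in M9 with 0.4% glucose (8 h), from WT and 15 knockouts in 3 replicates. Batch 1 holds 20 samples in LB and 16 in M9, with 0.3% glucose in the records (12 h), from WT and 9 or 7 knockouts in 2 replicates. One knockout of the paper's batch 2 has no samples in the files analysed here. The records spell *kch* as khc, and the samples were taken as *kch*. Samples were mapped from their labels.

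The authors deposited read counts per gene, made with htseq-count and not normalized. The methods give trimming with Trimmomatic and alignment to the MG1655 genome with TopHat and bowtie for public RNA-Seq data, and the same is taken to hold here. The counting mode and strandedness are not stated. The values are whole counts for 4294 genes named by b-number. The summary rows at the end of 78 files were left out of gene totals, and 6 files (*trpD* and *aspC*) have none. No genome or annotation was among the files analysed here, so gene names come only from the paper's supplementary tables that pair names with b-numbers. The names hold only if each identifier counts the reads of its own gene, which was not settled. Of the knocked-out genes these tables name *kefB*, *mhpD*, *ugpC*, *aspC*, *wzc*, *yghD* and *lacA*.

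Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3), genes were kept by filterByExpr (minimum count 10, minimum total count 15) and tested with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment within each contrast and a threshold of 0.05 on the adjusted p. All samples of a batch and medium entered one fit. The 16 strains of batch 2 were compared by an F test of all 15 knockouts, and the 8 strains grown in both media of batch 1 were compared between media with strain as a covariate, and for knockout effects that differ between media by an F test of the 7 interaction terms. Correlations of profiles are Pearson correlations across genes of log2(CPM + 1). Genes with no symbol in the tables are given by their b-number. Reads shared by near-identical genes could not be told apart, and most alignments were set aside as not unique by the counting.

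The genes named in the text follow a rule set before the files were seen: the knocked-out genes with an identifier, the 10 largest changes in the *kefB* knockout among genes with an adjusted p under 0.05 and every replicate of the knockout on the same side of every WT replicate, the single largest such gene in every other knockout and medium, the 5 genes changed in the same direction in the most batch 2 knockouts, and the 5 largest changes each way between LB and M9. The rule also named *ydbH*, the chromosome neighbours of the knocked-out genes and the genes deleted in BW25113. Of these only *lacZ* and *rhaD* have an identifier in the tables, and neighbours were taken as the next listed identifiers, since no annotation was used here.

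Alternatives were DESeq2 1.42.0 (size factors and Wald or likelihood-ratio test), no filter on low counts, a minimum absolute log2 fold change of 1, the replicate number as a block, each replicate left out, only the 6 samples compared, the other 14 knockouts as reference, other pseudocounts (0.1 and 10), linear CPM, ranks, quantile normalization and all genes with at least 1 count. Added after seeing the data were fits without the samples under 100000 counts and a fit with *rfbA* replicates 2 and 3 summed. Gene counts per sample were 6576 to 4954400 in batch 2 (median 668886), 553942 to 2274513 in batch 1 LB (median 1109107) and 1145 to 2373191 in batch 1 M9 (median 602520), and changes of weakly expressed genes are the least precise in the shallowest samples. Scripts were tested on simulated counts with 200 genes changed by an absolute log2 fold change of 2, at a dispersion of 0.1. This dispersion was the same for every gene and was not taken from the data. The main test recovered 77.5% in batch 2 with 3.7% of calls false, 80% in batch 1 LB (1.8% false) and 60.5% in batch 1 M9 (3.2% false). The interaction test recovered 11%. Relations between measures across knockouts used 100000 permutations. Other splits of the samples were counted in 10 splits per knockout and in 100 groupings, the real one included, for the F test and for the media. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the rest.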

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

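The effects of the knockouts against WT of the same medium differed between LB and M9 in batch 1. In the interaction test over the 7 knockouts grown in both media, 1361 of 4200 genes had an adjusted p under 0.05. The low depth of a *fadR* sample in M9 (1145 counts) was tested as a technical explanation, with the prediction written before the test. Without the *fadR* samples 1532 genes had an adjusted p under 0.05. With the replicate number as a block, taken from the labels, the count was 1345 in the fit of all samples. The depth of this sample therefore does not account for the number. These counts do not show whether the genes were the same. With 2 replicates per group no count of other splits was made for this test. All 7 interaction terms share the 2 WT samples in M9. In these samples b1262 and b1263 had means of 149.0 and 200.4 normalized CPM. Over the strains grown in both media their means were 134.1 and 178.0 in LB, and 4370 and 6315 in M9. Whether an unlike WT in M9 sets part of the number was not tested. Library batches within batch 1 are not recorded, so a difference in handling between the LB and M9 cultures cannot be told apart from the media, and a biological reading remains a hypothesis.

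The identifiers of knocked-out genes kept reads in their own knockouts, which the paper's text does not mention. Whether these reads come from the knocked-out genes themselves is not settled. Of 10 comparisons with a known identifier, covering 7 genes, none was significantly lower than WT, and in 3 every knockout replicate lay above every WT replicate: *lacA* in LB (log2 fold change 1.31, standard error 0.12) and in M9 (1.482, standard error 0.158), and *wzc* in M9 (1.671, standard error 0.198), each in 2 of 2 samples. The direction held in each leave-one-out fit. A mislabelled sample was weighed first. The gene sought was the most decreased one with an adjusted p under 0.05. It lay within 3 listed identifiers of the knocked-out gene in 2 of the 10 comparisons (*wzc* and *yghD* in LB). By log2 fold change alone, b2970 in *yghD* in LB ranked 7 from the lowest of 4213 genes. The test does not decide on the others. In the *lacA* knockout in LB no gene was significantly lower, so it could not be met there. Listed identifiers near the knocked-out gene changed in *wzc* in M9 (b2062, log2 fold change -4.159), *yghD* in M9 (b2970, -0.669) and *mhpD* (b0352, 5.308). Without the low-count filter they also changed in *kefB* (b3351, 4.405), *ugpC* (b3451, 2.511), *aspC* (b0925, -0.977) and *lacA* in M9 (b0339, 1.655). None of these was the gene sought. Changes beside the labelled gene argue against a mislabelled sample in these knockouts. They are weaker evidence in *ugpC*, *aspC* and *wzc* in M9, where 1113, 131 and 739 genes changed. Reads of other strains or of genomic DNA in the libraries were weighed next: the mean of the knocked-out gene was at or above that of WT in 5 of the 10 comparisons, which does not decide. Both predictions were written after the result was seen. In the *lacA* knockout the listed identifiers from b0339 to b0345 were also higher in LB, by 1.135 to 1.399 on the log2 scale apart from b0343 (0.448, adjusted p = 0.116 from edgeR's quasi-likelihood test without the low-count filter), so the rise is not particular to b0342. A displacement of identifiers is weighed among the other observations. For *wzc*, reads of other strains or of genomic DNA are argued against. In LB b2062 fell to 0.6363 CPM (n = 2) from 157.3 in WT (n = 2), while b2060 had 263.2 against 279.0. Foreign reads that kept b2060 at this level would have kept b2062 as well. In M9 the log2 fold changes were -4.159 for b2062 and 1.671 for b2060. A displacement stays open for *wzc*. Elsewhere these reads and a displacement both stay open, and in *ugpC* and *aspC* a mislabelled sample as well.

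The gene b4011 took 27.33% of the gene counts on average, from 9.41 to 63.09% per sample, which the paper's text does not mention. It was the largest of 6 genes that together took between 14.01 and 80.79% of the counts. Reads of genes that the files do not list are a candidate explanation: 4 of the 6 lie within 5 identifiers above a run of at least 3 identifiers that the files do not list, against 106 of 4105 other genes (Fisher's exact test, p = 6.99e-06). This prediction was written after the genes had been seen, and no annotation was used here to say what the unlisted identifiers are. No biological explanation was tested.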

How the results depend on the processing

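All choices named in the alternatives were set before the processed files arrived, except leaving out samples under 100000 counts and summing *rfbA* replicates 2 and 3, which were chosen after seeing the data. Of 39 headline results, 10 were unchanged under every alternative: the *trpD* count in batch 2, the *lacA* and *wzc* counts in LB, the F test over the 16 strains, the interaction of knockout and medium, the median correlations with WT and between replicates, and the numbers of listed terms. The interaction test was not refitted with replicates left out, because a fit without either replicate number would leave 1 sample per strain and medium and no estimate of the spread. Counts are given as genes with an adjusted p under 0.05, and a count within 1.5 times the main one is taken as unchanged. For the median correlations and the numbers of terms, being unchanged says little. Correlations this high have little room to move, and the terms were recounted by distinct name in lists without repeats.

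With DESeq2's Wald test the counts were 219 (*aspC*, from 131), 112 (*entF*, from 193), 8 (*fliY*, from 19), 1 (*gabT*, from 8), 15 (*putP*, from 5), 5 (*rfbA*, from 2), 2201 (*ugpC*, from 1113), 2 (*cysH* in LB, from 4), 1028 (*dcd* in LB, from 1823), 2 (*fepA* in LB, from 25), 46 (*ppk* in LB, from 72), 955 (*dcd* in batch 1 M9, from 1747), 156 (*fadR* in batch 1 M9, from 800), 77 (*fepA* in batch 1 M9, from 531), 91 (*lacA* in batch 1 M9, from 183), 78 (*ppk* in batch 1 M9, from 444), 189 (*wzc* in batch 1 M9, from 739) and 10 (*yghD* in batch 1 M9, from 253). With DESeq2's size factors in place of TMM they were 202 (*aspC*, from 131), 9 (*fliY*, from 19), 1 (*gabT*, from 8), 12 (*kch*, from 4), 13 (*putP*, from 5) and 2340 (*ugpC*, from 1113). With a minimum absolute log2 fold change of 1 they were 7 (*cysG* in LB, from 16), 2 (*cysH* in LB, from 4), 93 (*dcd* in LB, from 1823), 0 (*fadR* in LB, from 1), 0 (*fepA* in LB, from 25), 35 (*ppk* in LB, from 72), 1 (*yghD* in LB, from 2), 955 (*dcd* in batch 1 M9, from 1747), 216 (*fepA* in batch 1 M9, from 531), 115 (*lacA* in batch 1 M9, from 183), 218 (*ppk* in batch 1 M9, from 444), 51 (*yghD* in batch 1 M9, from 253) and 320 (the comparison of LB and M9, from 2089).

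With only the 3 knockout and 3 WT samples in the fit, the counts were 475 (*aspC*, from 131), 1211 (*cysA*, from 394), 12 (*fliY*, from 19), 57 (*gabT*, from 8), 188 (*kch*, from 4), 9 (*kefB*, from 21), 36 (*lplA*, from 0), 10 (*mgtA*, from 0), 63 (*mhpD*, from 4), 261 (*putP*, from 5), 57 (*rfbA*, from 2), 128 (*sdhC*, from 19) and 0 (*ugpC*, from 1113). This fit estimates the spread from 6 samples, so a knockout with an unlike replicate may lose genes and one with close replicates may gain them. With the average of the other 14 knockouts as reference they were 605 (*cysA*, from 394), 368 (*entF*, from 193), 36 (*fliY*, from 19), 58 (*gabT*, from 8), 414 (*kefB*, from 21), 9 (*mgtA*, from 0), 7 (*mhpD*, from 4), 62 (*putP*, from 5), 4 (*rfbA*, from 2), 180 (*sdhC*, from 19) and 2038 (*ugpC*, from 1113), a reference with more samples than the 3 WT samples. With the replicate number as a block they were 5 (*gabT*, from 8) and 3 (*putP*, from 5). With *rfbA* replicates 2 and 3 summed as 1 sample, *rfbA* had 1 gene.

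Across the fits that each left out 1 replicate, the lowest and highest counts were: *aspC* 29 to 138, *cysA* 220 to 283, *entF* 41 to 217, *fliY* 2 to 28, *gabT* 2 to 4, *kch* 2 to 4, *kefB* 2 to 224, *lplA* 0 to 2, *putP* 2 to 6, *rfbA* 1 to 2, *sdhC* 3 to 24, *ugpC* 15 to 1975, *cysG* in LB 5 to 10, *cysH* in LB 0 to 10, *dcd* in LB 1052 to 1599, *fadR* in LB 1 to 14, *fepA* in LB 1 to 8, *ppk* in LB 15 to 25, *yghD* in LB 0 to 1, *dcd* in batch 1 M9 1140 to 1611, *fadR* in batch 1 M9 10 to 897, *fepA* in batch 1 M9 232 to 562, *lacA* in batch 1 M9 134 to 282, *ppk* in batch 1 M9 255 to 574, *wzc* in batch 1 M9 263 to 688, *yghD* in batch 1 M9 89 to 264, the comparison of LB and M9 443 to 1121 genes.

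Among the single-gene results the sign reversed in 8 alternative fits, all for knocked-out genes in their own knockout. None of these genes was past the threshold in the main fit. *aspC* had a log2 fold change of -0.371 in the main fit, 0.059 with DESeq2's Wald test and 0.036 with its size factors, and *ugpC* -0.593, 0.531 and 0.529 in the same order. Without 1 replicate, *wzc* in LB ranged from -0.175 to 0.007, *yghD* in LB from -0.655 to 0.036 and *yghD* in M9 from -0.162 to 0.116, with 0.047 in a second fit. Other rows that are not headline results changed in 26 cases by more than the spread, in 82 they lost significance and in 4 they gained it.

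Depth limits what *fadR* replicate 1 in batch 1 M9 (1145 counts) can show: 10 genes changed when the fit had only this *fadR* sample, and 897 when it had only replicate 2, against 800 with both. Leaving out this sample kept all the counts of batch 1 M9 within 1.5 times the main ones, and DESeq2's Wald test moved each of them further. Leaving out rRNA and tRNA genes and the RPKM scale were not run because no annotation or gene lengths were used here, and *ydbH* was not analysed because its identifier is not in the tables.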

Differences from the paper's values

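In Fig. 6a the correlation of the same-batch baseline with the measured knockouts has a median of about 0.62, read by eye, against 0.9658 here on the scale log2(CPM + 1). The lowest knockout is at about 0.31 in the figure against 0.8131 here, and the highest at about 0.83 against 0.9829. None of the alternatives set before the files arrived closed the gap. The median stayed between 0.9427 with log2(CPM + 0.1) and 0.9876 with linear CPM, the lowest value of a knockout was 0.6856 with ranks of CPM, and leaving out WT replicates gave medians from 0.9593 to 0.9643. The paper's absolute expression scale could not be made from the files. The paper reports 16 knockouts for this comparison and 15 are analysed here.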

Other observations

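The number of changed genes was set against other splits of the same samples. For *gabT*, *sdhC*, *putP*, *rfbA*, *entF*, *cysA*, *mhpD*, *fliY*, *kch*, *ugpC*, *trpD* and *aspC*, 1 of the 10 splits of the 6 samples, the real one, gave as many genes. For *kefB* 3 of the 10 splits did, with up to 90 genes in another split, and for *mgtA* and *lplA* all 10 did, since no split gave a gene. With 3 samples against 3 the share cannot fall below 1 in 10. For the F test over the 16 strains 1 of 100 groupings, the real one, gave as many genes, with at most 619 in the random ones, and for LB against M9 also 1 of 100, the real one, with at most 7 in the random ones. These predictions were written before the splits were run, when the numbers of changed genes in the real split of batch 2 were already known.

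The *ugpC* knockout had 1113 changed genes. A single replicate unlike the other 2 is a candidate explanation: without replicate 3, 15 genes passed the threshold. This prediction was written after the low correlation of that replicate with WT (0.4029) had been seen. Without *ugpC* replicate 1 or 2 the counts were 1975 and 1393. Leaving out WT replicate 1, 2 or 3 also lowered the count, to 319, 135 and 48. Among the *ugpC* replicates the fall was particular to replicate 3, but leaving out any WT replicate lowered the count as well. The depth of *ugpC* replicate 3 (349156 counts) is close to that of replicate 1 (351053). Replicate 3 has the lowest share of alignments set aside as not unique (77.35%) and the lowest share of b4011 (9.41%). Its 10 most counted genes took 14.8% of the counts, against 52.05% in replicate 1 and 74.15% in replicate 2. Whether these explain the difference was not tested. No biological explanation was tested.

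Library size was tested as a source of the differences between knockouts, over the 15 knockouts of batch 2, in 2 relations. The number of changed genes had a Spearman rho of -0.195 with the median gene count of the knockout (permutation p = 0.4835, adjusted 0.4835; Pearson r -0.435, permutation p = 0.1069, adjusted 0.2138), and r was -0.124 without *gabT* and *ugpC*, the 2 knockouts farthest from the median depth. The correlation with WT had a rho of 0.429 (permutation p = 0.1112, adjusted 0.2224; Pearson r 0.291, permutation p = 0.2955, adjusted 0.2955), and r was 0.159 without the same knockouts. Neither relation had a permutation p under 0.05, but the test does not speak against library size, since the median hides single shallow samples. *aspC* has a median of 667690 counts with 1 sample at 6576, and *rfbA* 830845 with 1 at 8585. Without these samples, an alternative chosen after seeing the depths, the correlation with WT rose from 0.8131 to 0.949 in *aspC* and from 0.925 to 0.9792 in *rfbA*, so differences between knockouts cannot be told apart from depth by this test. The totals of changed genes had been seen before these predictions were written, though not their relation to depth. All samples are of 1 batch.

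Genes changed in several knockouts share the same WT samples. With the average of the other 14 knockouts as reference, 86.8% of the 2955 pairs of gene and knockout found against WT stayed changed in the same direction. Of the 1402 pairs whose gene changed in more than 1 knockout, 74.4% did. The shared WT samples therefore do not account for most of these pairs. *ugpC* and *trpD* hold 1113 and 1042 of the 2955 pairs, so the result says little about single genes or the other knockouts. A few genes taking most of the counts were tested for LB against M9: without the 10 genes of the largest mean share 2223 genes differed in place of 2089.

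The 6 files of *trpD* and *aspC* lack the htseq-count summary rows, and b3972 has no reads in any of them, while 35 of the other 42 batch 2 samples have some. A separate counting run of the 6 files that differ in form was tested as a source of the changes in these knockouts. The log2 fold changes of *trpD* and *aspC* had a correlation of 0.5645 across genes, rank 23 among all pairs of knockouts. Rank 1 had been predicted before the test and was held by *kefB* and *ugpC* (0.8913). A difference in single genes such as b3972 would hardly move this correlation, and all pairs share the WT samples, so the test does not decide.

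The identifiers of knocked-out genes keep reads in their own knockouts. This raises a hypothesis, that some identifiers are displaced from the genes whose reads they count. In the *wzc* knockout (b2060) in LB, b2062 (*wza*) fell by 7.715 on the log2 scale (adjusted p = 5.19e-16, edgeR's quasi-likelihood test) and b2061 fell by 6.229, the 2 most decreased genes, while b2060 itself did not change (-0.086). In M9 b2062 fell by 4.159 and b2061 fell by 2.474, but 12 other genes fell more than b2062. The hypothesis was tested by reading each gene a number of listed identifiers higher or lower and asking at which position pairs of genes with a common regulator in the paper's network sheets correlate best across samples. As predicted before the test, identifiers displaced from the genes whose reads they count would peak 1 to 3 identifiers higher. On uncentred values the peak was at 5 in batch 1, which decides nothing, and at 0 in batch 2, where the prediction was not met. The batch 2 peak (0.4321) lay close to the values at -1 and 4 (0.4309 each). Random pairs had 0.4278 (SD 0.0024), so this peak decides little either way. After these results were seen, the test was repeated with samples centred on their median, and the peak was at 1 in both batches (mean correlation 0.0849 against 0.0526 at the own identifier in batch 1, and 0.0778 against 0.0513 in batch 2). The KEGG pathway sheet peaked at 2 in both batches when centred, and at -4 and 2 when not. By stretches of identifiers, also chosen after exploring 6 of them, a displacement that grows along the identifiers was tested: the peak was at 0 from b0001 to b0250 and at 2 from b1001 to b4000 in both batches, while the stretches from b0251 to b1000 and from b4001 to b4403 peaked at 1 and -1 in batch 1 and at 0 and 5 in batch 2. The predictions for the centred values and for the stretches were made only after the earlier results were seen, and no annotation was used here. A displacement is only a hypothesis, which a check against the annotation that the authors counted with could settle.

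Other values belong to no claim. In batch 1 LB, lacZ (b0344) had reads in 20 of 20 samples (median count 325) and rhaD (b3902) in 20 of 20 (median 122.5), and in batch 2 in 47 and 32 of 48 samples (medians 21.5 and 1). Of the genes in several batch 2 knockouts, b0954 and b4048 (*yjbM*) were lower in 6 of 15 and b0723 (*sdhA*) was higher in 6 of 15.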
